# Motility-activating mutations upstream of *flhDC* reduce acid shock survival of *Escherichia coli*

**DOI:** 10.1128/spectrum.00544-24

**Published:** 2024-04-23

**Authors:** Kilian Schumacher, Djanna Braun, Karin Kleigrewe, Kirsten Jung

**Keywords:** motility, flagella, acid resistance, acid shock survival, insertion sequences

## Abstract

Many neutralophilic bacterial species try to evade acid stress with an escape strategy, which is reflected in the increased expression of genes coding for flagellar components. Extremely acid-tolerant bacteria, such as *Escherichia coli*, survive the strong acid stress, e.g., in the stomach of vertebrates. Recently, we were able to show that the induction of motility genes in *E. coli* is strictly dependent on the degree of acid stress, i.e., they are induced under mild acid stress but not under severe acid stress. However, it was not known to what extent fine-tuned expression of motility genes is related to fitness and the ability to survive periods of acid shock. In this study, we demonstrate that the expression of FlhDC, the master regulator of flagellation, is inversely correlated with the acid shock survival of *E. coli*. We encountered this phenomenon when analyzing mutants from the Keio collection, in which the expression of *flhDC* was altered by an insertion sequence element. These results suggest a fitness trade-off between acid tolerance and motility.

**IMPORTANCE:**

*Escherichia coli* is extremely acid-resistant, which is crucial for survival in the gastrointestinal tract of vertebrates. Recently, we systematically studied the response of *E. coli* to mild and severe acidic conditions using Ribo-Seq and RNA-Seq. We found that motility genes are induced at pH 5.8 but not at pH 4.4, indicating stress-dependent synthesis of flagellar components. In this study, we demonstrate that motility-activating mutations upstream of *flhDC*, encoding the master regulator of flagella genes, reduce the ability of *E. coli* to survive periods of acid shock. Furthermore, we show an inverse correlation between motility and acid survival using a chromosomal isopropyl β-D-thio-galactopyranoside (IPTG)-inducible *flhDC* promoter and by sampling differentially motile subpopulations from swim agar plates. These results reveal a previously undiscovered trade-off between motility and acid tolerance and suggest a differentiation of *E. coli* into motile and acid-tolerant subpopulations, driven by the integration of insertion sequence elements.

## INTRODUCTION

Bacteria colonize habitats such as the human stomach and acidic soils, which have a low pH (1, 2). In these environments, protective mechanisms against acidity are crucial to ensure the growth and/or survival of neutralophilic bacteria. Particularly, *Escherichia coli* exhibits substantial tolerance to acidity and has a corresponding infective dose, which is several orders of magnitude lower in comparison to other enteropathogens (3). Pathogenic *E. coli* strains, as well as non-pathogenic K-12 lab strains, survive at extremely low pH (<2.5) (4). This is crucial for pathogenic strains in order to endure the low pH of the stomach, which constitutes the major bactericidal barrier of the human gastrointestinal tract (5, 6). As a consequence, a multitude of defensive strategies have evolved in *E. coli* in order to adapt to such extreme conditions, including H^+^-consuming acid resistance systems, acid shock proteins, restrained membrane permeability by altered fatty acid compositions, proton pumps, and many others (3, 7–9).

At moderate acid stress, many neutralophilic bacterial species use an escape strategy to avoid acidity, which is reflected by the increased expression of flagellar genes (10, 11). Accordingly, our RNA-Seq and Ribo-Seq data indicated that chemotaxis and motility genes were induced only under mildly acidic (pH 5.8) but not under severely acidic conditions (pH 4.4) (12). Most of the pH-affected motility genes belonged to the FlhDC regulon (13, 14). FlhD and FlhC form heterohexamers, and the complex acts as the master regulator of flagella synthesis and motility in *E. coli* (15–17). Genes regulated by FlhDC involve class II flagellar operons encoding basal body components, flagella export systems, the alternative sigma factor FliA, and non-flagellar operons (14, 18, 19). The *flhDC* operon is under the transcriptional control of a large number of transcription factors and small RNAs, which implement environmental cues such as osmolarity, synthesis of fimbriae, catabolite repression, and quorum sensing (20–23).

Notably, several motility-activating mutations in the promoter region of *flhDC* have been described. These include insertion sequence (IS) elements and point mutations, which disrupt the binding sites of transcriptional repressors like OmpR or LrhA (24–27). The presence of such mutations varies among various *E. coli* K-12 strains and affects motility rates due to consequently enhanced *flhDC* expression levels (24–27). Strikingly, motility-activating mutations in the *flhDC* regulatory region have also been detected in several single-gene knockout mutants of the Keio collection (28).

In our previous study, we noted significantly increased transcript and ribosome footprint levels for FliA and FlhDC at pH 5.8 (12). However, the highest increase among all annotated transcription factors in *E. coli* was found for the IclR-type regulator MhpR at pH 4.4 (12). Moreover, an *mhpR* mutant obtained from the Keio collection (29) showed the lowest survival rate among all tested knockout mutants of crucial acid resistance regulators under acid shock (12). MhpR regulates the expression of an operon involved in the degradation of cinnamic acid derivatives such as phenylpropionate (PP), 3-(2,3-dihydroxyphenyl)propionate (DHPP), and 3-hydroxyphenylpropionate (3HPP) (30, 31). These aromatic compounds can bind individually or synergistically to MhpR and stimulate the interaction of MhpR with its operator sequence in the *mhpABCDFE* promoter region (32). Upon induction of the *mhpABCDFE* genes, 3-HPP and PP can be converted first to DHPP, which is ultimately degraded to intermediates of the citric acid cycle (30, 33). 3HPP and PP are commonly ingested through the uptake of plant material. For instance, several hydroxycinnamic acid derivatives are found to large extents in blueberries and huckleberries (34) and occur as secondary metabolites in other plants (35). However, the contribution of MhpR to acid resistance in *E. coli* is unclear.

In this study, we show that the reduced survival rate of an *mhpR* mutant from the Keio collection is caused by the integration of an IS5 element in the promoter region of *flhDC* and not by *mhpR* itself. RNA-Seq and soft agar swim assays confirmed that this mutant is hypermotile. The presence or absence of IS elements in *flhDC* promoter regions of different *E. coli* strains affected not only motility but also survival under acid shock. Using a strain with a chromosomal isopropyl β-D-thio-galactopyranoside (IPTG)-inducible *flhDC* promoter, we found an inverse correlation between motility and the ability to survive acid shock periods. These results indicate that induced expression of flagellar components, which is beneficial in mildly acidic environments, is detrimental for *E. coli* under severe acid stress and requires tight regulation of FlhDC target genes.

## RESULTS

### Examination of a putative role of MhpR under severe acid stress

We have previously detected enriched transcript and ribosome occupancy levels of *mhpR* in *E. coli* K-12 MG1655 at pH 4.4 (Fig. 1A) (12). To verify whether *mhpR* is upregulated under severe acid stress and to distinguish whether the regulation occurs at the transcriptional or post-transcriptional level, we examined *mhpR* mRNA levels and promoter activity under acid stress and non-stress conditions in *E. coli* MG1655. qRT-PCR analysis revealed that *mhpR* transcript levels increased only slightly at pH 5.8, but 15-fold at pH 4.4 compared to pH 7.6 (Fig. 1B).

**Fig 1:**
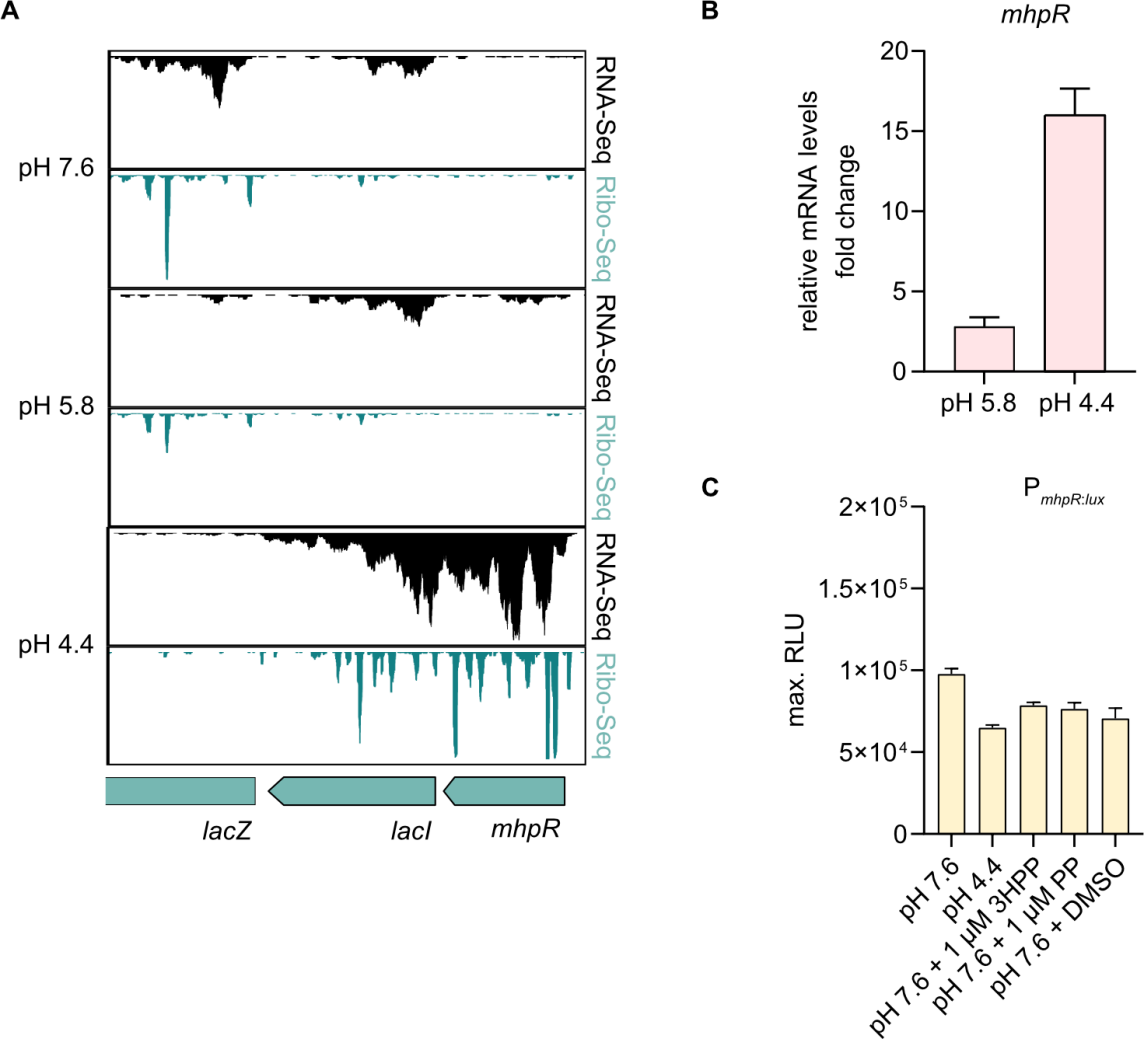
*mhpR* is post-transcriptionally upregulated under severe acid stress. (**A**) JBrowse2 (36) screenshots of read coverage from Ribo-Seq (green tracks) and RNA-Seq (black tracks) libraries at pH 7.6, 5.8, and 4.4. Schematic illustrations below indicate the genomic locations of *mhpR* and adjacent genes. Ribo- and RNA-Seq data were obtained from Schumacher et al. (12). (**B**) Verification of increased *mhpR* mRNA levels under acid stress using RT-qPCR. Cells were cultivated as described by Schumacher et al. (12). Fold change values were calculated relative to pH 7.6 and normalized using *secA* as a reference gene. Error bars indicate the standard deviation of three independent biological replicates (*n* = 3). (**C**) Luciferase-based promoter assay. *E. coli* MG1655 wild-type cells were transformed with the plasmid pBBR1-MCS5-P*_mhpR_*_:*lux*_ and grown in LB medium (pH 7.6) until OD_600_ = 0.5. The pH of the medium was then either adjusted stepwise to 5.8 and to pH 4.4, or 1 mM 3HPP, 1 mM PP, or dimethyl sulfoxide (DMSO) was added. Luminescence and growth were determined every 10 min in microtiter plates using a CLARIOstar plus plate reader (BMG Labtech). Data are reported as relative light units (RLUs) in counts per second per OD_600_, with maximal RLU shown. All experiments were performed in biological replicates (*n* = 3), and error bars represent standard deviations of the mean.

Next, we constructed a luciferase-based promoter-activity reporter plasmid (pBBR1-MCS5-P*_mhpR_*_:*lux*_). The *mhpR* promoter was constitutively active regardless of the extracellular pH and the presence of PP or 3HPP (Fig. 1C). This implies that the *mhpR* promoter is not affected by acidification, which is in line with previous findings (31). These results suggest that the upregulation of *mhpR* under severe acid stress is mediated by a post-transcriptional mechanism.

We then tested whether the described activation of a catabolic pathway for cinnamic acid derivatives (30–32) is related to MhpR under acid stress. However, this hypothesis could be neglected as we did not detect any activation of the *mhpABCDFE* promoter at pH 4.4 (Fig. S1). We also investigated whether cinnamic acid derivatives (3HPP, PP, and DHPP) are present in the LB medium and whether their abundance increases in a pH-dependent manner. For this purpose, we analyzed the LB medium and sterile-filtered supernatants of cultures grown at pH 7.6, 5.8, or 4.4 by LC-MS (see Materials and Methods for details). Neither PP, DHPP, nor 3HPP were detectable in any of the analyzed samples (data not shown). Thus, we conclude that both the enzymes responsible for 3HPP, PP degradation (MhpA-F) and the corresponding substrates for the pathway are not present in pH-neutral and acidified LB media. In summary, MhpR-induced catabolism of 3HPP and PP does not play a role under acid stress adaptation.

### Phenotypic characterization of *E. coli mphR* mutants with different genetic backgrounds

Nevertheless, as previously shown (12) and reconfirmed here again, we observed a strong phenotype of *E. coli* BW25113 *mhpR::km,* a knockout mutant from the Keio collection in an acid shock experiment (Fig. 2B and C). Based on this result, which somewhat contradicted all the results obtained with *E. coli* MG1655 described above, we decided to construct an MG1655 Δ*mhpR* mutant. We performed the acid shock assay (survival of cells at pH 3 for 1 h) and did not detect any significant difference between the MG1655 wild type and the Δ*mhpR* mutant (Fig. 2A and C).

**Fig 2:**
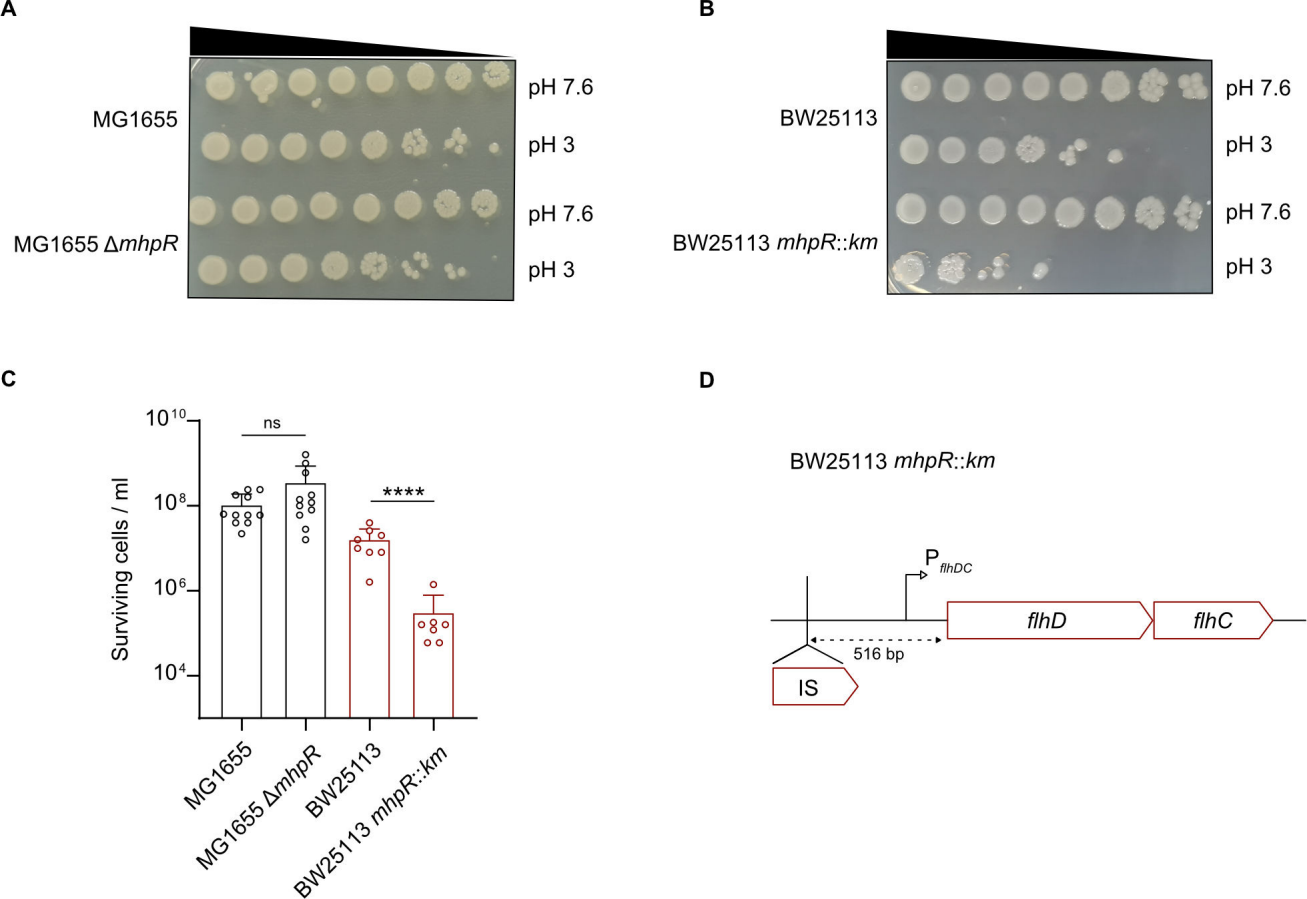
Survival under acid shock is exclusively affected in an *mhpR* mutant from the Keio collection. (**A and B**) Acid shock assays to evaluate the survival of *E. coli* MG1655 and MG1655 Δ*mhpR* (**A**) and BW25113 and BW25113 *mhpR::km* (**B**) at pH 3. Cells were grown in LB pH 7.6 to OD_600_ = 0.5 and cell numbers were adjusted to 10^9^/mL. Cultures were split and then either grown at pH 7.6 or stepwise stressed (15 min pH 5.8 and 15 min pH 4.4) before being exposed to LB pH 3 for 1 h. Cultures were serially diluted by a factor of 10 in 1× PBS and plated on LB agar plates. Images were taken after overnight incubation. (**C**) Quantitative assessment of acid shock survival of *E. coli* MG1655 and MG1655 Δ*mhpR* as well as BW25113 and BW25113 *mhpR::km* strains. Cells were cultivated as described above, and the total number of colony-forming units at pH 3 was counted after overnight incubation. All experiments were performed in biological replicates (*n* ≥ 6), and the error bars represent standard deviations of the mean. Significance was evaluated by performing a one-way ANOVA test followed by Bonferroni’s multiple comparisons test to compare log-transformed numbers of surviving cells (ns, not significant and ****P < 0.0001). (**D**) Schematic representation of the genomic *flhDC* locus and the distance between the *flhD* start codon and the inserted IS5 element. The presence of the IS5 sequence was determined by colony PCR and sequencing.

To determine why an acid shock phenotype associated with the knockout of *mhpR* is exclusively detectable in *E. coli* BW25113 but not in MG1655, we searched for strain-specific differences between the two strains. It is important to note that some BW25113 mutants from the Keio collection have IS elements or point mutations in the regulatory region upstream of *flhDC*, which cause upregulation of motility genes (28). Therefore, we sequenced the corresponding region of the BW25113 *mhpR::km* mutant and found an IS5 element in the *flhDC* promoter (Fig. S2). The IS5 element was integrated 516 bp upstream of the *flhDC* start codon (Fig. 2D).

### Upregulation of motility and chemotaxis genes is not associated with MhpR

We then conducted an RNA-Seq experiment to elucidate whether differentially expressed genes (DEGs) are detectable in *mhpR* mutants or whether the IS5 insertion 516 bp upstream of the *flhDC* start codon (Fig. 2D) leads exclusively to the induction of chemotaxis and motility genes. To this end, we compared the transcriptomes of *E. coli* MG1655 Δ*mhpR* and BW25113 *mhpR::km* under severe acid stress conditions (pH 4.4) with the respective parental strains. 

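RNA was isolated from 12 cultures, 3 each of MG1655, MG1655 Δ*mhpR*, BW25113, and BW25113 *mhpR::km*. MG1655 and BW25113 are laboratory strains of *E. coli* K-12, and MhpR is the transcriptional activator of the *mhp* genes for the degradation of 3-phenylpropionate and related compounds. The MG1655 mutant carries a deletion of *mhpR*, whereas a kanamycin resistance cassette replaces the gene in the Keio mutant. Exponentially growing cultures were brought to pH 5.8 for 15 min and to pH 4.4 for another 15 min before sampling. The authors depleted ribosomal RNA, prepared strand-specific libraries, mapped the reads to the reference genome of the respective strain, and deposited a table of RPKM values for each strain, with 3844 genes for MG1655 and 4044 genes for BW25113. RPKM values divide the reads of a gene by its length and by the mapped reads of the library. The tables hold no read counts, but low RPKM values fall on whole multiples of the value of 1 read, which gives an estimate of the depth. By this estimate, the mapped reads per library were 6168000 to 8264000 in MG1655 (median 7234000), 3535000 to 7137000 in MG1655 Δ*mhpR* (median 6595000), 6333000 to 9287000 in BW25113 (median 8594000), and 4422000 to 8731000 in BW25113 *mhpR::km* (median 7364000). Between 96.6% and 100% of the low values in a library came out whole within 0.1 read. From these tables, log2(RPKM + 1) values were compared between mutant and parental strain with limma, over genes with an RPKM of at least 5 in at least 1 of the 6 libraries of a table. Genes with at least a 2-fold change and an adjusted *P*-value of at most 0.01 were called, as in the paper's methods. Fold changes on this scale understate the change of genes with low RPKM. Each table was normalized on its own and was therefore tested on its own.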

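Of 3489 genes tested at pH 4.4, only *mhpR* itself differed between MG1655 Δ*mhpR* and MG1655. Its RPKM was 54.4 ± 16.6 (SD, *n* = 3) in MG1655, and it was 0, 0.84, and 0.36 in the 3 libraries of the mutant, a log2 fold change of −5.30 (standard error 0.35, adjusted *P* = 0.000385, limma). No gene was called as higher in the mutant. None of the 33 tested motility and chemotaxis genes was called, whether adjusted over all genes or adjusted over the list alone. As a set they did not stand apart (camera of limma, adjusted *P* = 0.682 with a preset correlation and adjusted *P* = 0.846 with an estimated correlation). Among them, 15 hook-basal body and export genes stood higher (median log2 fold change 0.31) with a preset correlation only (camera of limma, adjusted *P* = 0.0157, and 0.846 with an estimated correlation). The flagellin gene *fliC* had 88.5 ± 11.5 RPKM (SD, *n* = 3) in MG1655 and 96.0 ± 16.6 in the mutant. For *flhD*, which encodes a subunit of the master regulator FlhDC, the values were 14.4 ± 1.99 and 8.06 ± 0.768 RPKM (log2 fold change −0.76, adjusted *P* = 0.998, limma), and for *flhC* they were 19.8 ± 3.33 and 18.2 ± 6.26. The log2 fold change lay between −1 and 1 for 98.2% of the tested genes. At an unadjusted *P* under 0.05 there were 76 genes in the limma test, and a second test on the recovered reads (voom) called 1 gene. In data simulated from these libraries, 30.9% of genes changed 4-fold and 0% of genes changed 2-fold were called. A change of this size would therefore be missed for most genes. The simulation changed 51, 52, 55, and 40 genes by 1.5-, 2-, 4-, and 16-fold at once. The adjustment is then less strict than where 1 gene is called, so the share recovered in the real comparison may be lower. The call of *mhpR* was lost with a pseudocount of 0.1 RPKM (adjusted *P* = 0.0169, limma), with the replicate number as a block (adjusted *P* = 0.0147, limma), and without replicate 1 of both groups (adjusted *P* = 0.111, limma). Its log2 fold change in these settings was −7.22, −5.30, and −4.95.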

We did not detect differentially expressed genes (fold change > 2, FDR-adjusted *P*-value < 0.01) between MG1655 and MG1655 Δ*mhpR,* with the exception of the deleted *mhpR* gene (Fig. 3A).

**Fig 3:**
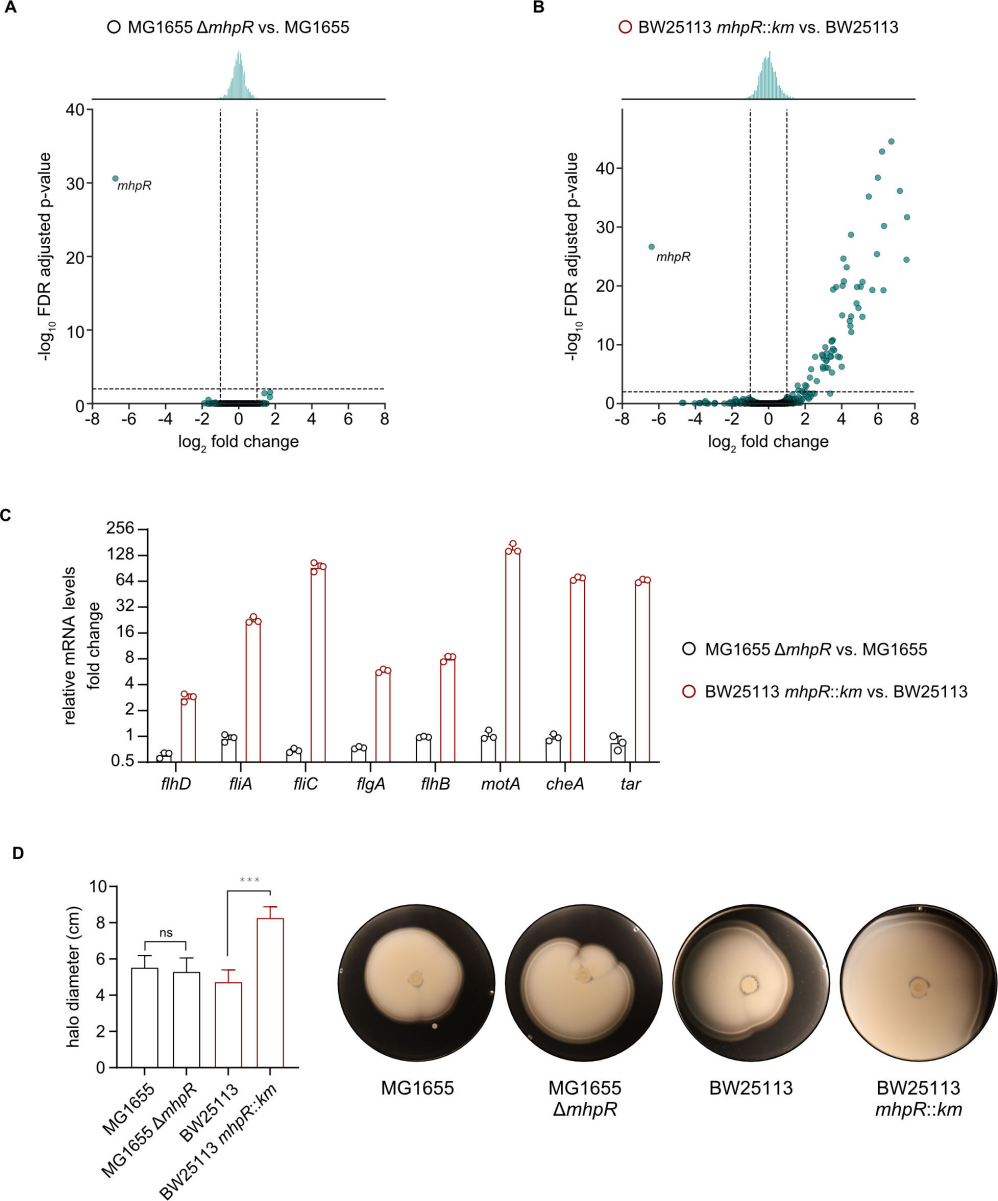
Motility and chemotaxis genes are upregulated in *E. coli* BW25113 *mhpR::km* but not in MG1655 ∆*mhpR*. (**A and B**) Volcano plots illustrating differential mRNA levels determined by RNA-Seq for MG1655 Δ*mhpR* compared to MG1655 (**A**) and BW25113 *mhpR::km* compared to BW25113 (**B**). Cells were grown to an OD_600_ of 0.5 in LB pH 7.6 before being shifted to LB pH 5.8 for 15 min and LB pH 4.4 for another 15 min. Dashed lines indicate log_2_ fold change values of +1 or −1 and *P*-adjusted values of 0.01. (**C**) Verification of a selection of differentially expressed genes in BW25113 *mhpR::km* compared to BW25113 at pH 4.4 by RT-qPCR. Cells were cultivated as described above. Fold change values were calculated relative to MG1655 or BW25113 and normalized using *secA* as a reference gene. Error bars indicate the standard deviation of independent biological replicates (*n* = 3). (**D**) Soft agar swim assay to evaluate the strains described in panels A–C. Overnight cultures normalized to an OD_600_ of 1 were spotted on LB soft agar [0.3% (wt/vol)] plates and incubated for 16 h. Halo diameters were measured, and all experiments were performed in biological replicates (*n* ≥ 4). Error bars represent standard deviations of the mean, and significance was evaluated by performing a one-way ANOVA test followed by Bonferroni’s multiple comparisons test (ns, not significant and ***P < 0.001). Representative images are shown.

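The change of the motility genes differed between the *mhpR* mutants of the strains. For 3521 genes measured in both tables, the change in BW25113 *mhpR::km* was compared with the change in MG1655 Δ*mhpR*, each taken within its own table because the tables were normalized separately. The change differed for 28 genes, and all 28 were higher in the BW25113 mutant (limma interaction test, adjusted *P* of at most 0.01 and at least a 2-fold difference). These were 26 of 49 motility and chemotaxis genes, *mhpA*, and *ves*. The median log2 fold change of the 49 motility genes was 0.02 in MG1655 Δ*mhpR*, with values from −0.76 to 0.92, and 3.23 in BW25113 *mhpR::km*. Among them were the flagellin gene *fliC* (difference of log2 fold changes 6.03, standard error 0.32, adjusted *P* = 1.07e-06, limma) and *motA*, which encodes a stator protein of the flagellar motor (6.81, standard error 0.56, adjusted *P* = 2.09e-05). The filter of 5 RPKM was applied here over all 12 libraries, whereas 33 motility genes passed it in the MG1655 table alone. For *motA*, the RPKM was 2.41 ± 0.860 (SD, *n* = 3) in MG1655 and 2.10 ± 0.921 in MG1655 Δ*mhpR*. At such low values, changes on the log2(RPKM + 1) scale are pulled toward 0. For *mhpR*, the difference was −0.17 (standard error 0.49, adjusted *P* = 0.946). For *flhC* it was 1.69 (standard error 0.39, adjusted *P* = 0.0700) and for *flhD* 1.35 (standard error 0.41, adjusted *P* = 0.357), which did not pass the test. An unadjusted *P* under 0.05 was found for 205 of the 3521 genes in the limma interaction test. With no difference at all, a share of about 0.05 of the genes would fall there, so this is not a count of differing genes.

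**Figure D1:**
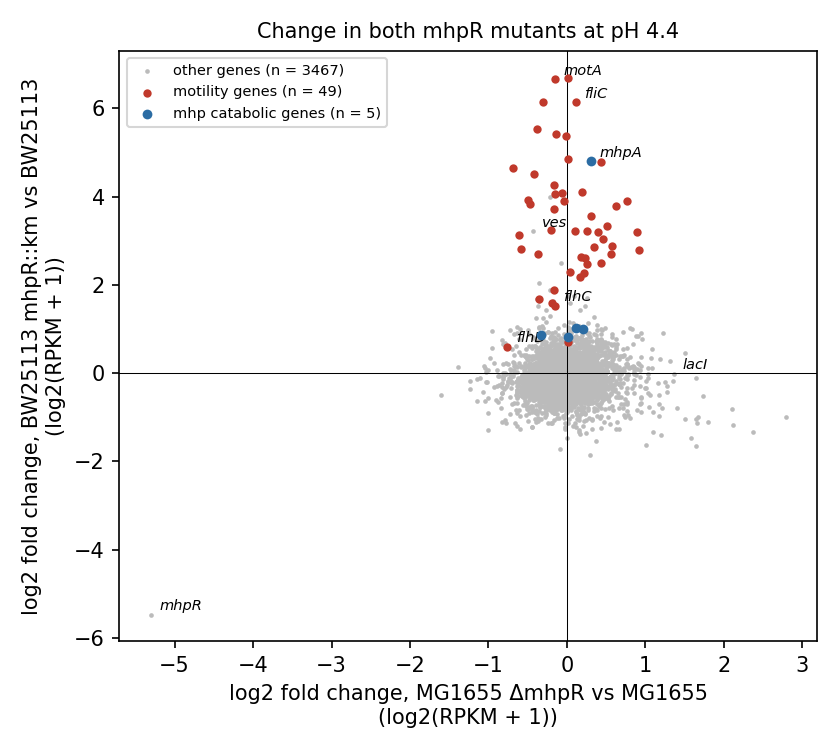
Log2 fold change of each gene in MG1655 Δ*mhpR* against MG1655 (x axis) and in BW25113 *mhpR::km* against BW25113 (y axis), both on the log2(RPKM + 1) scale at pH 4.4. Each point is a gene: 49 motility genes in red, 5 *mhp* catabolic genes in blue, and all others in grey. The red points lie between −0.76 and 0.92 on the x axis with a median of 3.23 on the y axis, and *mhpR* is low on both.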

In contrast, 62 genes were differentially expressed in the *mhpR* mutant from the Keio collection (Fig. 3B). 

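Of 3545 genes tested, 52 differed between BW25113 *mhpR::km* and BW25113 at pH 4.4, of which 51 were higher and 1 was lower in the mutant (limma). The lower gene was *mhpR*, with 76.5 ± 22.8 RPKM (SD, *n* = 3) in BW25113 and 0.763 ± 0.559 in the mutant (log2 fold change −5.47, standard error 0.32, adjusted *P* = 7.73e-05, limma). The 51 higher genes comprised 48 motility and chemotaxis genes, *mhpA*, *mhpB*, and *ves*. Among the genes with the largest ratios of mean RPKM were genes of motor and chemotaxis, with 180 for *motA* (1.27 ± 1.06 RPKM in BW25113 and 228 ± 92.7 in the mutant) and 174 for *tar*, which encodes the aspartate receptor (1.67 ± 0.435 and 290.0 ± 134 RPKM). For *tap*, *motB*, *yhjH*, *fliC*, and *cheA*, the ratios were 135, 99.8, 73.3, 72.7, and 70.5. At an unadjusted *P* under 0.05, there were 442 genes. Replicate 1 of both groups carried reads in noncoding RNA genes that were listed at 0 in replicates 2 and 3. Without replicate 1 of both groups, 51 genes were called, of which 50 were among the 52, and replicate 1 alone has 1 library per group and allows no test. The median log2 fold change of all tested genes was −0.105, and it was 0.023, with 59 genes called, when genes at 0 in a replicate number were left out and the RPKM values rescaled.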

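Genes for all parts of the flagellum and for chemotaxis rose in BW25113 *mhpR::km*, 48 of the 59 on 5 motility lists (56 when adjusted over the list alone, limma). The lists were written after Table 1 and the first part of the paper's supplementary tables had been read. Their counts and set tests are therefore not independent evidence of a rise. Of 13 genes for motor and chemotaxis, 12 rose, with *motB* at a log2 fold change of 5.97 (standard error 0.24), the serine receptor gene *tsr* at 4.78 (standard error 0.32), and *cheY*, which encodes the response regulator that acts on the motor, at 4.51 (standard error 0.24). All 7 genes for filament, hook junction, cap, and chaperones rose. Among them was *fliC*, from 75.4 ± 5.86 RPKM (SD, *n* = 3) to 5485 ± 1358, and the filament cap gene *fliD*, from 3.23 ± 0.299 to 69.7 ± 8.81. Of 27 genes for the hook-basal body and the export apparatus, 21 rose, with *fliE* at 4.11 (standard error 0.43), *flgC* at 3.78 (standard error 0.24), and *flhB* at 2.63 (standard error 0.30). The call of *flhB* was lost in 7 of 21 other settings, among them quantile normalization (adjusted *P* = 0.0209, limma), and that of *fliE* in 2. Of 7 other targets of FlhDC or FliA, 5 rose, including *yhjH*, which encodes a c-di-GMP phosphodiesterase (5.52, standard error 0.35), and *ycgR*, which encodes a c-di-GMP-dependent motor brake (4.10, standard error 0.23). Of 5 regulatory genes, 3 rose, namely *fliA*, the flagellar sigma factor gene (10.4 ± 2.16 to 166 ± 11.4 RPKM), *flgM*, its anti-sigma factor gene (27.9 ± 8.42 to 441 ± 148), and *fliZ* (13.4 ± 1.17 to 63.8 ± 4.85). The 11 motility genes that did not pass were *flhD*, *flhC*, *flgF*, *fliI*, *fliQ*, *flhA*, *fliK*, *fliR*, *trg*, *crfC*, and *ymdA*. As a set, the 5 motility lists rose relative to all other genes (camera of limma, adjusted *P* = 2.45e-112 with a preset correlation and adjusted *P* = 0.00199 with an estimated correlation). With the replicate number as a block, the estimated-correlation call was lost (adjusted *P* = 0.124), and fry gave an adjusted *P* of 0.00502.

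**Figure D2:**
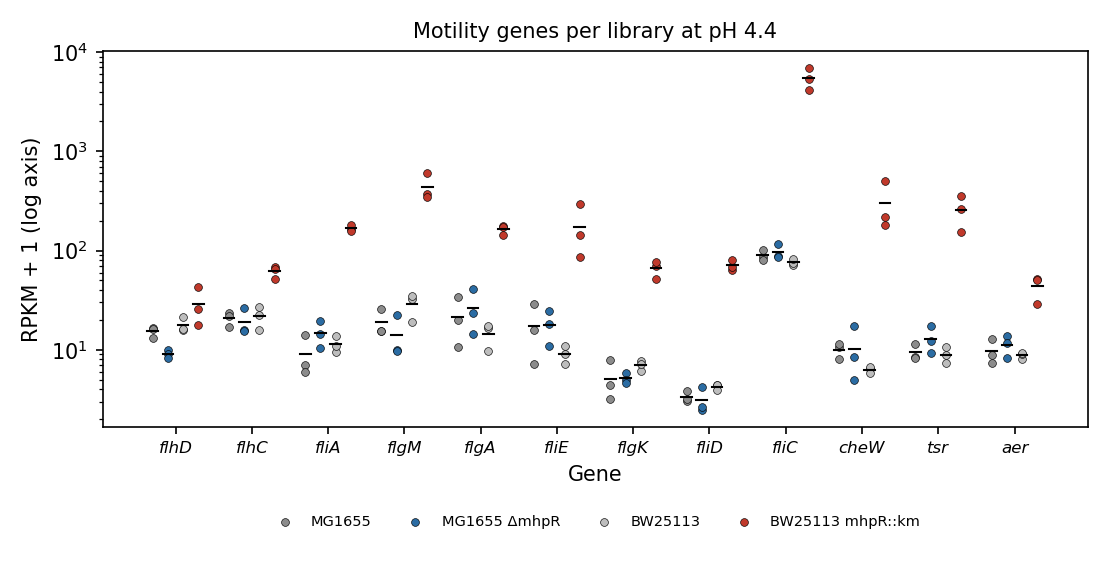
RPKM plus 1 (log axis) of 12 motility genes at pH 4.4. Each point is a library, the bar is the mean of 3 libraries, and colors give the strain. In BW25113 *mhpR::km*, the libraries lie above those of BW25113 for each gene drawn except *flhD*, where they overlap.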

Almost all upregulated DEGs in BW25113 *mhpR::km* were related to motility and chemotaxis (Table 1) and are part of the FlhDC regulon (13, 14). This result indicates that the IS5 insertion upstream of *flhDC* leads to the induction of motility genes. 

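Neither *flhC* nor *flhD* passed the limma test in BW25113 *mhpR::km*. The authors' deposited table calls *flhC* (fold change 3.09, false discovery rate 0.00643) but not *flhD* (1.71, 0.87). The RPKM of *flhC* was 20.7 ± 5.51 (SD, *n* = 3) in BW25113 and 60.8 ± 9.32 in BW25113 *mhpR::km*, with each mutant library above each parental library (log2 fold change 1.53, standard error 0.25, adjusted *P* = 0.0209, limma). For *flhD*, the libraries overlapped, with 16.9 ± 3.19 and 27.6 ± 12.9 RPKM (log2 fold change 0.60, standard error 0.33, adjusted *P* = 0.450, limma). In the MG1655 genome (assembly ASM584v2), *flhD* lies at 1977847 to 1978197 and *flhC* directly beside it at 1977266 to 1977844. On the other side of the *flhD* upstream region lies *uspC*, a universal stress protein gene, at 1979753 to 1980181. The paper reports that IS elements in this region vary among MG1655 strains and that its own MG1655 has none. The distance in the strains used may therefore differ from this assembly. The RPKM of *uspC* was 142 ± 9.36 in BW25113 and 64.3 ± 22.9 in the mutant (log2 fold change −1.20, standard error 0.30, adjusted *P* = 0.207, limma). None of 12 tested regulators of *flhDC* was called, and *lrhA*, which encodes a repressor of *flhDC*, had a log2 fold change of −0.47 (standard error 0.24, adjusted *P* = 0.435). With genes at 0 in a replicate number left out and the RPKM values rescaled, *flhC* passed the test (adjusted *P* = 0.0038, limma). The paper takes the rise of motility and chemotaxis genes of the FlhDC regulon as a sign that IS5 upstream of *flhDC* induces them. It also reports that sequencing found IS5 there, and that a BW25113 *mhpR* mutant without IS5 swam like the wild type. By its RT-qPCR, selected motility genes were raised in BW25113 *mhpR::km* but not in MG1655 Δ*mhpR*. A separately built BW25113 Δ*mhpR* strain with the native *flhDC* promoter survived acid shock without a reduction. The paper found the Keio strain to be a mix of cells with and without IS5 at this site. The share of such cells in the sequenced cultures is not given.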

The only DEGs in BW25113 *mhpR::km* that were not related to flagellar biosynthesis and chemotaxis were *mhpA* and *mhpB* (Table 1). However, it has already been described (37) that the *mhpC* gene in strain BW25113 contains an IS30 element, which leads to a strong expression of *mhpCDEF* and probably to the deregulation of the expression of *mhpAB* in the absence of *mhpR*.

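The *mhp* catabolic operon begins next to *mhpR*, and its first genes rose in BW25113 *mhpR::km*. The RPKM of *mhpA*, the gene for the hydroxylase of the pathway, was 2.00 ± 0.445 (SD, *n* = 3) in BW25113 and 83.8 ± 16.6 in the mutant (log2 fold change 4.81, standard error 0.24, adjusted *P* = 3.9e-05, limma). For *mhpB*, which encodes the ring-cleaving dioxygenase, it was 1.59 ± 0.558 and 95.2 ± 20.5 (log2 fold change 5.21, standard error 0.26, adjusted *P* = 3.9e-05, limma). The 4 genes that follow did not pass the test. The log2 fold changes of *mhpC*, *mhpD*, *mhpE*, and *mhpF* were 0.86, 0.66, 1.03, and 0.99, with adjusted *P*-values of 0.0946, 0.449, 0.286, and 0.268 (limma). In BW25113 itself, *mhpC* had 21.3 ± 2.74 RPKM and *mhpF* 16.4 ± 4.40, whereas the MG1655 libraries had 1.61 ± 1.02 and 2.94 ± 0.335. The tables of both strains were normalized separately, so this comparison of levels was not tested. Outside the motility and *mhp* lists, *ves* was called, with 5.11 ± 1.30 RPKM in BW25113 and 57.2 ± 21.1 in the mutant (log2 fold change 3.21, standard error 0.30, adjusted *P* = 0.000872, limma). Its RPKM was higher in 3 of 3 mutant libraries. The molybdate transporter gene *modA* had a log2 fold change of 1.44 (standard error 0.26, adjusted *P* = 0.0411), which did not pass the test.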

**TABLE 1:** Top 20 genes with increased mRNA levels in BW25113 *mhpR::km* compared to BW25113, sorted in descending order by RNA-Seq fold change values

Gene name	Fold change	*P*-adjust	Annotation
*motA*	190.27	2.12 × 10^−32^	Motility protein A
*tar*	186.37	3.58 × 10^−25^	Methyl-accepting chemotaxis protein
*tap*	144.98	7.40 × 10^−37^	Methyl-accepting chemotaxis protein—dipeptide-sensing
*motB*	105.21	2.90 × 10^−45^	Motility protein B
*yhjH*	79.58	6.55 × 10^−31^	Cyclic di-GMP phosphodiesterase
*fliC*	77.91	5.53 × 10^−20^	Flagellar filament structural protein
*cheA*	73.86	1.49 × 10^−43^	Chemotaxis protein
*mhpB*	62.98	4.13 × 10^−39^	3-Carboxyethylcatechol 2,3-dioxygenase
*cheW*	60.85	4.06 × 10^−26^	Chemotaxis protein
*cheB*	51.00	5.08 × 10^−20^	Protein-glutamate methylesterase/protein glutamine deamidase
*mhpA*	44.64	6.71 × 10^−36^	3-(3-hydroxyphenyl)propanoate hydroxylase
*flxA*	35.15	2.11 × 10^−21^	Qin prophage, PF14282 family protein
*tsr*	35.05	1.80 × 10^−15^	Methyl-accepting chemotaxis protein—serine-sensing
*fliS*	32.82	1.38 × 10^−20^	Flagellar biosynthesis protein
*fliT*	30.18	5.67 × 10^−17^	Flagellar biosynthesis protein
*cheY*	28.51	1.58 × 10^−20^	Chemotaxis protein
*ycgR*	28.03	9.35 × 10^−18^	Flagellar brake protein
*fliE*	22.97	7.04 × 10^−13^	Flagellar protein
*yjcZ*	22.81	1.59 × 10^−15^	Regulator of diguanylate cyclase
*fliD*	22.77	2.06 × 10^−29^	Flagellar filament capping protein

To confirm the RNA-Seq results, we tested a representative selection of DEGs (Table 1) by RT-qPCR. As expected, genes encoding flagella components (*fliA*, *fliC*, *flgA*, *flhB*, and *motA*) and chemotaxis proteins (*cheA* and *tar*) showed enriched mRNA levels in BW25113 *mhpR::km* but not in MG1655 Δ*mhpR* (Fig. 3C). In parallel, we tested the motility of the two strains on soft agar [0.3% (wt/vol)] plates. In agreement with the RNA-Seq data (Fig. 3B), BW25113 *mhpR::km* showed significantly increased spreading (*P* < 0.001) compared to MG1655 Δ*mhpR* (Fig. 3D).

### The presence or absence of an IS element upstream of *flhDC*, but not MhpR, determines survival under severe acid stress

To evaluate whether the presence of the motility-activating IS5 element is indeed the cause of reduced survival under severe acid stress, we removed the IS5 element from the *flhDC* promoter of BW25113 *mhpR::km*. We found that the strain obtained from the Keio collection (29) contained a mixture of cells with and without IS5 insertion in the *flhDC* regulatory region (Fig. S3). By re-streaking this strain several times on LB agar plates and screening individual colonies, we obtained a BW25113 *mhpR* mutant without IS5 insertion in the *flhDC* promoter (Fig. S3) and designated this strain as BW25113 mhpR::km*. As expected, removal of the IS element from the *flhDC* regulatory region restored the motility of BW25113 back to wild-type levels (Fig. S4). Similar to MG1655 Δ*mhpR*, BW25113 mhpR::km*, with the restored *flhDC* regulatory region, showed no differential acid shock survival compared to the wild type (Fig. 4A and B). Furthermore, we constructed another *mhpR* knockout in BW25113 via double homologous recombination, which also contains the native *flhDC* promoter locus (BW25113 Δ*mhpR*). This strain also showed no reduced survival in the acid shock assay (Fig. 4A and B). These findings indicate that survival under acid shock is not affected by MhpR but depends directly on the presence or absence of an IS element in the intergenic region between *flhDC* and *uspC*.

**Fig 4:**
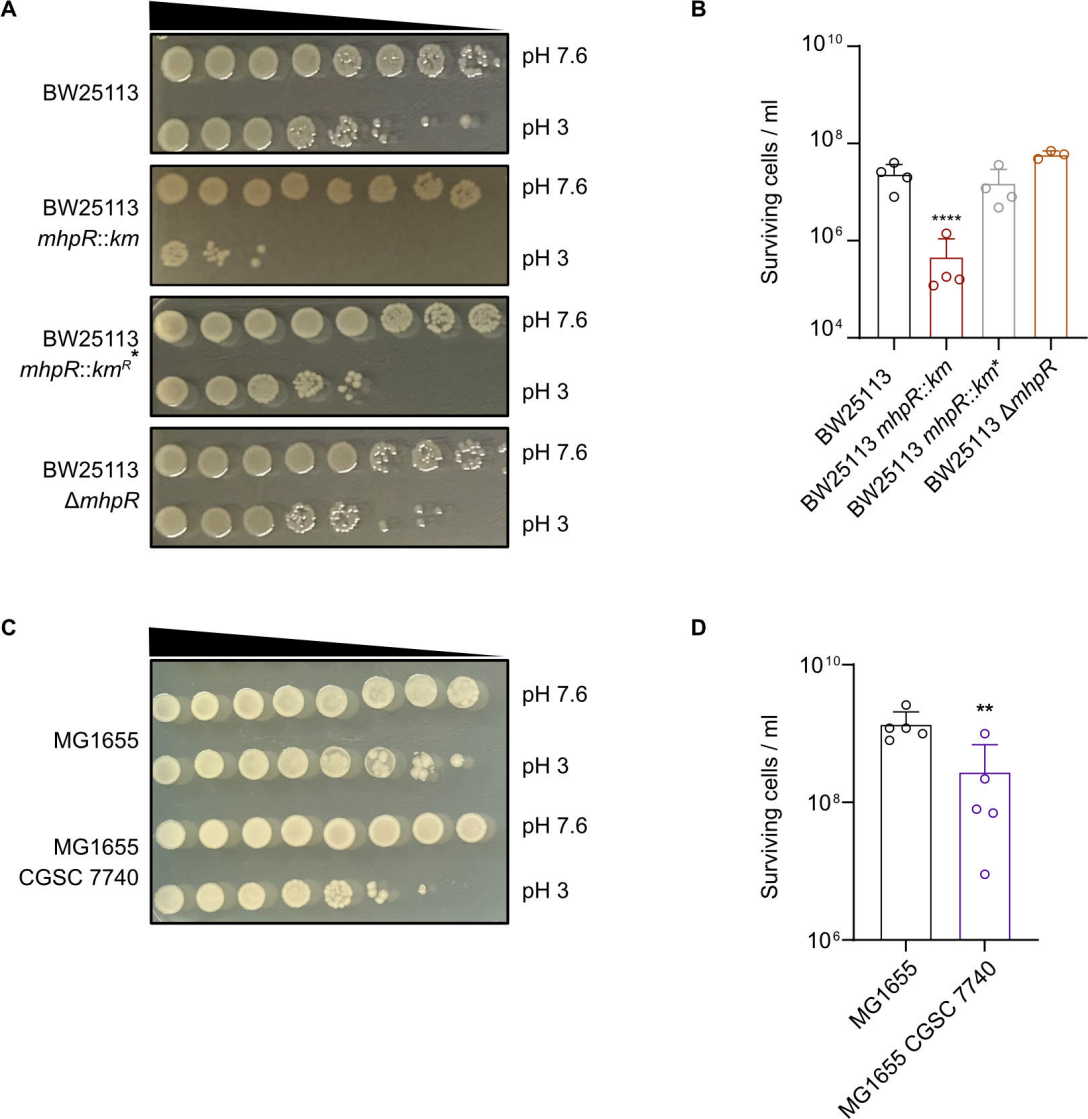
The presence or absence of insertion elements upstream of *flhDC* determines survival under severe acid stress. (**A and C**) Acid shock assays to evaluate the survival of *E. coli* BW25113, BW25113 *mhpR::km*, BW25113 mhpR::km*, BW25113 Δ*mhpR*, MG1655, and MG1655 CGSC 7740 at pH 3. Cells were grown in LB pH 7.6 to OD_600_ = 0.5 and cell numbers were adjusted to 10^9^/mL. Cultures were split and then either grown at pH 7.6 or stepwise stressed (15 min pH 5.8 and 15 min pH 4.4) before being exposed to LB pH 3 for 1 h. Cultures were serially diluted by a factor of 10 in 1× PBS and plated on LB agar plates. Images were taken after overnight incubation. (**B and D**) Quantitative assessment of acid shock survival of *E. coli* BW25113, BW25113 *mhpR::km*, BW25113 mhpR::km*, BW25113 Δ*mhpR*, MG1655, and MG1655 CGSC 7740. Cells were cultivated as described in panel A, and the total number of colony-forming units at pH 3 was counted after overnight incubation. All experiments were performed in biological replicates (*n* ≥ 3), and error bars represent standard deviations of the mean. Significance was evaluated by performing a one-way ANOVA test followed by Bonferroni’s multiple comparisons test (**B**) or an unpaired *t*-test (**D**) to compare log-transformed numbers of surviving cells (**P < 0.01 and ****P < 0.0001).

Considering that the removal of motility-activating insertions improved the survival of *E. coli* under severe acid stress, we wondered whether we could provoke the reverse phenomenon by introducing an IS element into a strain with a native *flhDC* promoter. Notably, variations in terms of the presence of IS elements upstream of *flhDC* have been observed in different *E. coli* K-12 MG1655 wild-type strains (25). As shown in Fig. S2, the MG1655 wild-type strain used in our laboratory does not harbor IS elements in the *flhDC* promoter and is correspondingly less motile (Fig. 3D). In contrast, another sequenced MG1655 wild-type version (CGSC 7740) contains an IS element in the *flhDC* promoter and is highly motile (25). We thus ordered this strain, detected the presence of the IS element (Fig. S5), and confirmed that motility is indeed significantly increased (Fig. S6). As expected, acid shock survival rates of MG1655 CGSC 7740 were significantly lower (Fig. 4C and D), suggesting that the IS insertion increased motility at the cost of acid tolerance.

### Survival under severe acid stress and *flhDC* expression levels are inversely correlated

Due to the inherent capacity of IS elements for genomic transpositions, we cannot exclude the possibility of loss or gain of IS elements upstream of *flhDC* during our experimental procedures. To circumvent the issue of IS transposition and gain the ability to fine-tune *flhDC* expression levels over a wide range, we next used an MG1655 strain in which the regulatory *flhDC* region was chromosomally replaced by a synthetic IPTG-inducible P*_tac_* promoter (Fig. 5A) (38). This strain contains a *flu* deletion to minimize cell aggregation (38). Intriguingly, we observed an inverse correlation between the supplemented IPTG concentrations, i.e., FlhDC levels, and the number of cells that survived the acid shock (Fig. 5B). The addition of 10 µM IPTG corresponds to the native *flhDC* expression level (V. Sourjik, personal communication), and no decrease in survival after acid shock was observed under this condition (Fig. 5B and C). On the other hand, overexpression of *flhDC* as a result of the addition of 50 or 100 µM IPTG led to a significant reduction in survival (Fig. 5C). Of note, neither the deletion of *flhC* nor the absence of an inducer for the P*_tac_* promoter (0 µM IPTG) had any effect on acid tolerance compared to the Δ*flu* reference strain (Fig. 5B and C).

**Fig 5:**
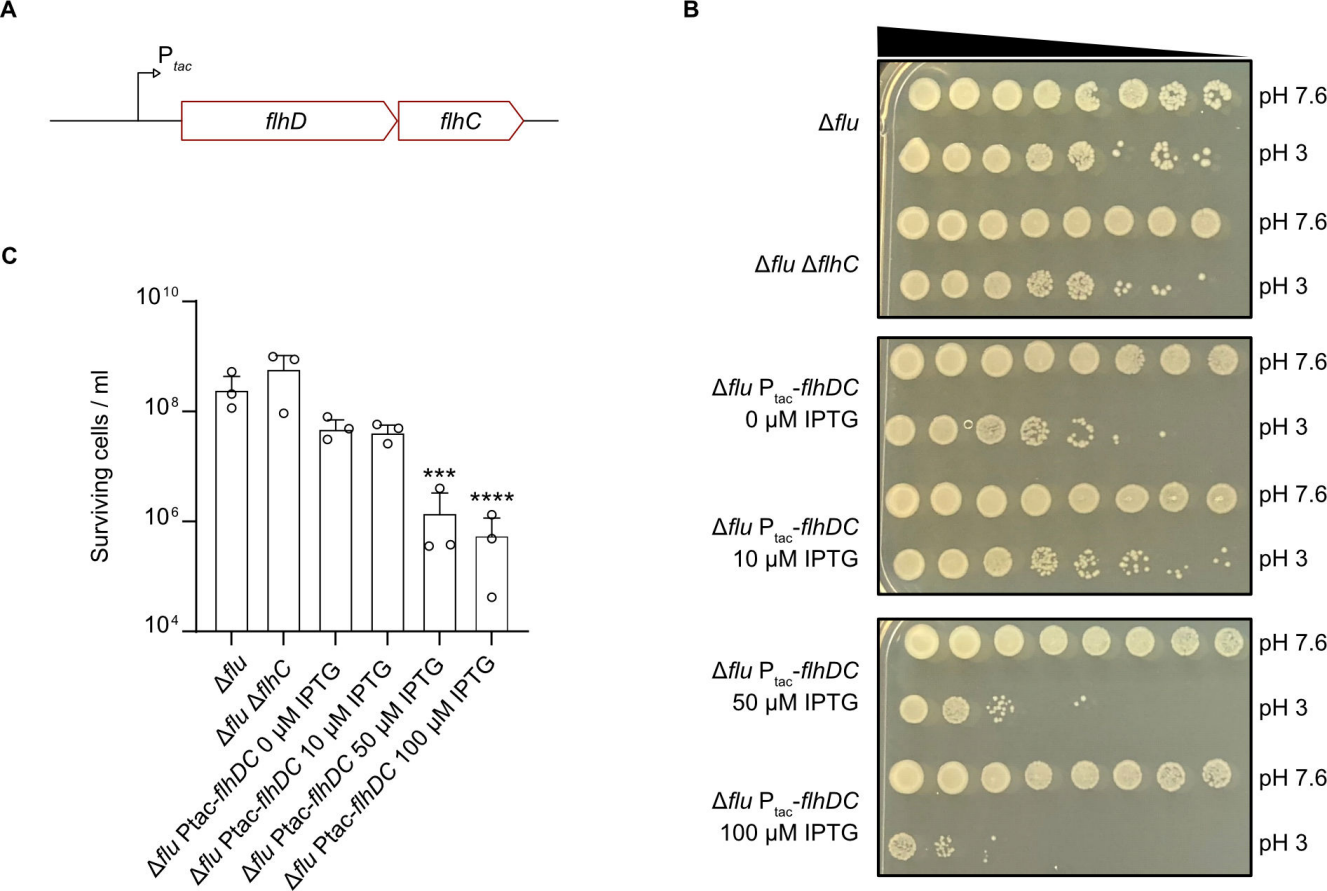
Survival under acid shock and the level of *flhDC* induction are inversely related. (**A**) Schematic representation of the *flhDC* locus with a replacement of the canonical *flhDC* promoter by an IPTG-inducible P*_tac_* promoter. (**B**) Acid shock assays to evaluate the survival of *E. coli* Δ*flu*, Δ*flu* Δ*flhC*, and Δ*flu* P_tac_-*flhDC* strains supplemented with different concentrations of IPTG. Cells were grown in LB pH 7.6 containing the indicated IPTG concentrations to OD_600_ = 0.5 and cell numbers were adjusted to 10^9^/mL. Cultures were split and then either grown at pH 7.6 or stepwise stressed (15 min pH 5.8 and 15 min pH 4.4) before being exposed to LB pH 3 for 1 h. Cultures were serially diluted by a factor of 10 in 1× PBS and plated on LB agar plates. Images were taken after overnight incubation. (**C**) Quantitative assessment of acid shock survival of *E. coli* Δ*flu*, Δ*flu* Δ*flhC*, and Δ*flu* P_tac_-*flhDC* strains supplemented with different concentrations of IPTG. Cells were cultivated as described in panel B, and the total number of colony-forming units at pH 3 was counted after overnight incubation. All experiments were performed in biological replicates (*n* = 3), and error bars represent standard deviations of the mean. Significance was evaluated by performing a one-way ANOVA test followed by Bonferroni’s multiple comparisons test to compare log-transformed numbers of surviving cells (***P < 0.001 and ****P < 0.0001).

To further explore the inverse correlation between acid tolerance and the degree of motility/flagellation, we isolated subpopulations from soft-agar plates and subjected them to severe acid stress. As described previously (39), we sampled MG1655 wild type grown on soft agar [0.3% (wt/vol)] from three different halo positions with increasing distance to the center (1, center; 2, intermediate; and 3, edge) (Fig. 6A). After exposure to acid shock, the cells collected from the center showed very high acid survival rates (Fig. 6B), even exceeding the values usually observed for *E. coli* MG1655 in liquid culture. Strikingly, cells from the intermediate position and especially those from the edge of the halo were characterized by a significantly lower survival rate (Fig. 6C). It should be noted that the tested subpopulations are in different growth stages and that the extreme resistance of the subpopulation from the center overlaps with the adaptation to the stationary phase (40). In conclusion, (hyper)flagellation mediates a survival deficit in very low pH habitats.

**Fig 6:**
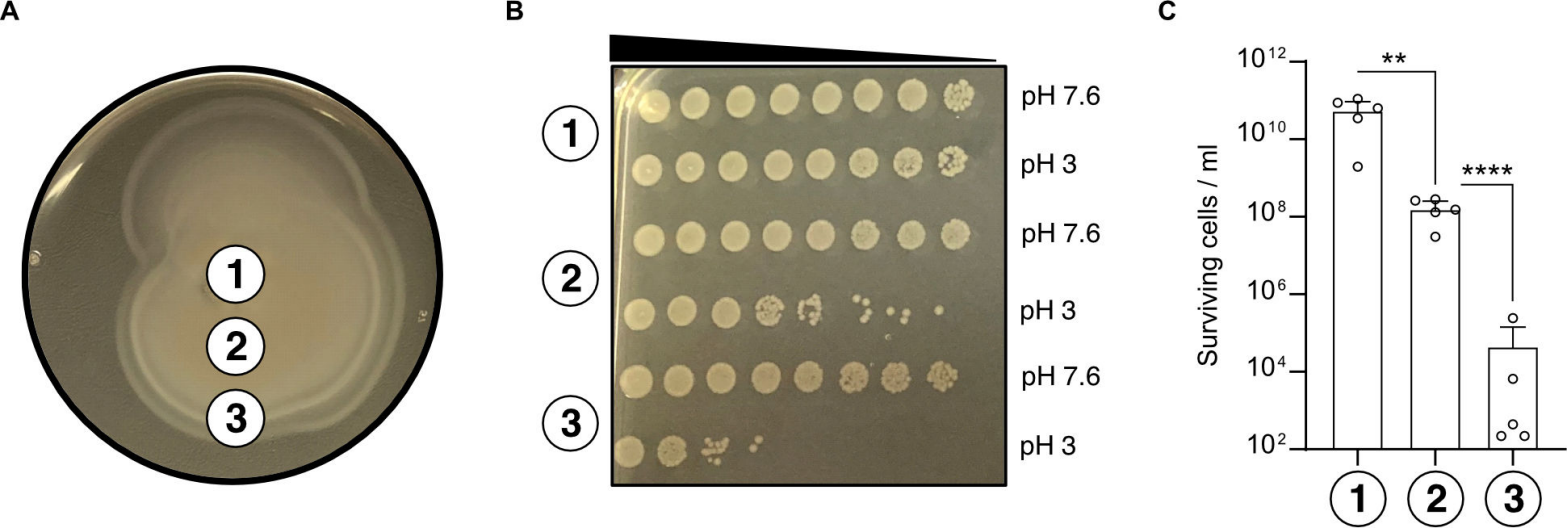
Subpopulations from swim agar plates have different abilities to survive acid shock. (**A**) Illustration of the MG1655 radial expansion on a soft agar [0.3% (wt/vol)] plate. Three microliters of exponentially grown MG1655 cultures were spotted on soft agar plates and incubated for 16 h. The labeled circles indicate the positions where the cells were collected (1, center; 2, intermediate; and 3, edge) and subsequently exposed to acid shock. (**B**) Acid shock survival assays of samples taken as described in panel A. Cells were punched out from soft agar plates using P1000 pipette tips and exposed to either LB pH 7.6 or 3 for 1 h. Cultures were serially diluted by a factor of 10 in 1× PBS and plated on LB agar plates. Images were taken after overnight incubation. (**C**) Quantitative assessment of acid shock survival of cells collected from sampling positions described in panel A. Cells were cultivated as in panels A and B, and the total number of colony-forming units at pH 3 was counted after overnight incubation. All experiments were performed in biological replicates (*n* = 5), and error bars represent standard deviations of the mean. Significance was evaluated by performing a one-way ANOVA test followed by Bonferroni’s multiple comparisons test to compare log-transformed numbers of surviving cells (**P < 0.01 and ****P < 0.0001).

## DISCUSSION

The RNA-Seq and Ribo-Seq data from our previous study revealed that the MhpR synthesis levels increased by about one order of magnitude at pH 4.4 and that survival of an *mhpR* mutant from the Keio collection was impaired under severe acid stress (12). Here, we confirmed a higher transcript level of *mhpR* under severe acid stress but found no effects of the transcription factor itself, the regulated 3HPP/PP-dependent catabolic operon, or the cinnamic acid derivatives on acid tolerance.

Thus, despite the upregulation of MhpR at pH 4.4, MhpR does not confer a survival benefit for *E. coli* when challenged with acid at pH 3, at least not in our experimental setup. It is important to note that we could not detect MhpR-inducers such as 3HPP or PP in pH-neutral or acidified LB media via LC-MS. Therefore, we cannot neglect that MhpR and the degradation of cinnamic acid derivatives are useful in nature. PP and 3HPP are present in the human gastrointestinal tract due to the metabolism of aromatic amino acids and plant-derived flavonoids (35), so *E. coli* is exposed to these molecules under natural conditions. Indeed, the expression of *mhp* catabolic genes in enterohemorrhagic *E. coli* (EHEC) increases during growth in the cecal contents of human gut microbiota-associated rats (41). Under these conditions, the cinnamic acid derivatives 3HPP and PP are utilized as carbon sources (30). *mhpR* expression was also significantly increased in EHEC upon infection of mice, and an *mhpR* mutant was outcompeted by a wild type during colonization of the mouse intestine (42). However, our RNA-Seq analysis of *E. coli* K12 provided no evidence that MhpR regulates a gene important for acid tolerance.

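No gene on the lists of acid resistance genes passed the test in either mutant. The lists held 14 genes of the Gad system and acid fitness island, 7 tested genes of the arginine, lysine, and ornithine decarboxylase systems, and 10 other tested acid-induced genes (0 called on each list in each mutant, also when adjusted over the list alone, limma). In MG1655 Δ*mhpR*, all 14 genes of the Gad list had log2 fold changes above 0, from 0.34 to 1.73 with a median of 1.04. For *gadE*, the central activator of the system, the RPKM was 164, 27.3, and 171 in the 3 MG1655 libraries and 293, 248, and 401 in the mutant (log2 fold change 1.73, standard error 0.63, adjusted *P* = 0.998, limma). The antiporter gene *gadC* had 140 ± 105 RPKM (SD, *n* = 3) in MG1655 and 243 ± 42.7 in the mutant, and the outer membrane lipoprotein gene *slp* had 1535 ± 1019 and 3171 ± 1309. As a set, the list stood above other genes with a preset correlation (camera of limma, adjusted *P* = 5.87e-09) but not with an estimated correlation (adjusted *P* = 0.846). Replicate 2 of MG1655 was low for these genes. Without it, in a test added after the values were seen, 11 of the 14 lay above 0, with a median of 0.17. In BW25113 *mhpR::km*, the median of the Gad list was −0.53, and −0.78 to −0.29 without single libraries (camera of limma, adjusted *P* = 0.0354 with a preset correlation and adjusted *P* = 0.642 with an estimated correlation). There, *gadE* had 130.0 ± 69.3 RPKM in the parental strain and 85.6 ± 24.4 in the mutant, and *hdeD* had 672 ± 304 and 730 ± 12.2.

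**Figure D3:**
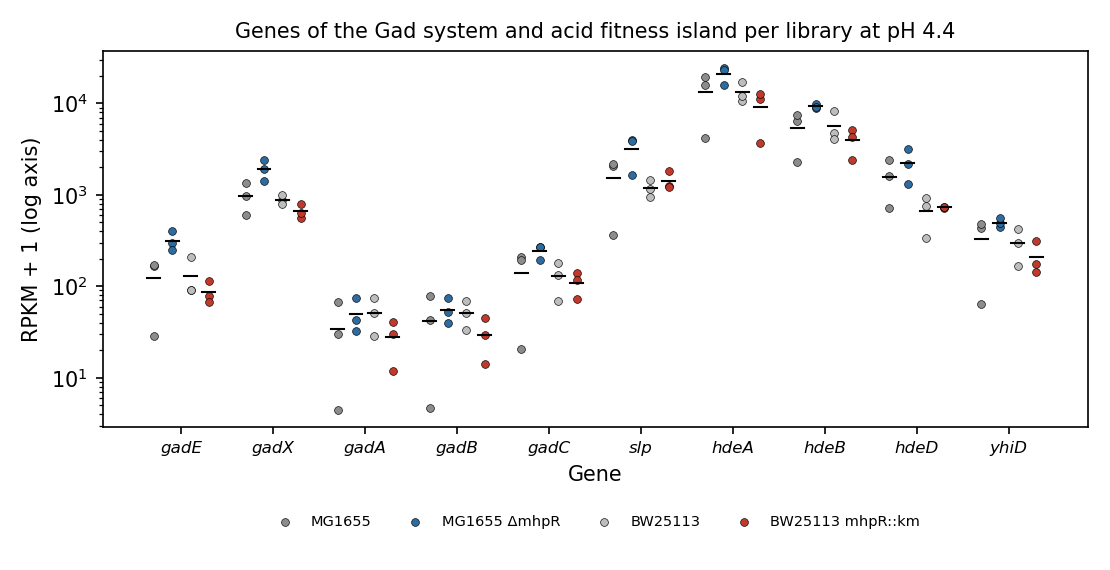
RPKM plus 1 (log axis) of 10 genes of the Gad system and acid fitness island at pH 4.4. Each point is a library, the bar is the mean of 3 libraries, and colors give the strain. For *gadE*, 1 MG1655 library lies at 27.3 RPKM and the others at 164 and 171.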

BW25113 mutants harboring both, an IS5 insertion in the *flhDC* promoter and an *mhpR* deletion, showed an acid shock phenotype, whereas the BW25113 Δ*mhpR* and mhpR::km* strains with the native *flhDC* upstream region did not (Fig. 4). This indicated that the motility-inducing IS5 insertion is the cause of the observed phenotype in the BW25113 *mhpR::km* strain (Fig. 2). Similar IS insertions and point mutations were described in other mutants of the Keio collection. In fact, 49 of 71 tested strains had mutations in the upstream region of *flhDC,* and as a result, showed increased expression of genes involved in flagellar biosynthesis (28). It is known that the integration of IS elements in the *flhDC* promoter is favored under resting (nonshaking) conditions (28), and mutants from the Keio collection were constructed by culturing bacteria overnight without shaking (29). Moreover, it is hypothesized that IS insertion in this genomic locus is triggered by the cellular environment and depends on whether the encountered conditions permit motility (26).

Our results clearly indicate that IS5 integration upstream of *flhDC* reduces population survival under acid shock in a manner that is inversely correlated with *flhDC* expression levels (Fig. 5). Likewise, acid shock tolerance was dependent on the location of swimming cells on the soft-agar surface, and cells at the edge of the halo could barely survive at pH 3 (Fig. 6). 

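Motility transcripts took a small share of the summed RPKM in each parental strain and a larger share in BW25113 *mhpR::km* than in BW25113. Over genes above 0 in all 6 libraries of a table, the 59 motility genes took 0.0324% ± 0.0037 (SD, *n* = 3) of the summed RPKM in BW25113 and 0.874% ± 0.212 in BW25113 *mhpR::km*, a ratio of 26.9. Each mutant library lay above each parental library (exact permutation test, two-sided, *P* = 0.1, the smallest that 3 libraries against 3 allow). The flagellin gene *fliC* alone took 0.325%, 0.586%, and 0.387% in the mutant libraries and 0.0049%, 0.00521%, and 0.00608% in those of BW25113. Without *fliC*, the difference between mutant and parental strain was 0.414 percentage points, against 0.841 with it. The limit to genes above 0 in all 6 libraries left out all 55 noncoding RNA genes of the BW25113 table. It kept 48 of 53 in the MG1655 table, so the shares have unlike denominators and were not compared between strains. In MG1655, 47 motility genes took 0.0245% ± 0.00311 in the parental strain and 0.0252% ± 0.00354 in MG1655 Δ*mhpR* (exact permutation test, two-sided, *P* = 0.8). That difference changed its sign without replicate 2 of MG1655 (−0.000702 percentage points) or without replicate 2 of the mutant (−0.000961 percentage points).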

As indicated by RNA-Seq and RT-qPCR, the reason for the reduced acid shock survival was increased flagellar and motility gene expression (Fig. 3). However, it remains to be clarified why increased flagellation and/or motility reduces survival under severe acid stress. It appears plausible that hypermotile cells have increased energy demand resulting from flagellar synthesis, including the motor and filaments (43); the cost of synthesizing and operating the flagella accounts for up to 3.5% of the total cell energy (44–46). Therefore, cells with IS insertions upstream of *flhDC* are characterized by a reduced growth rate (26). Furthermore, a high number of rotating flagella affects not only the integrity of the membrane but also causes a high flux of protons back into the cytoplasm, which might be disadvantageous at low pH.

Under severe acid stress (pH 4.0–4.5), flagella are rapidly shed (47, 48), chemotaxis to attractants ceases, and the bacteria are no longer motile (49). On the other hand, several studies reported an increased expression of motility genes under mild acid stress (10–12). We propose that under mildly acidic conditions, *E. coli* uses an escape strategy to migrate to environments with optimal pH. Under severe acidic conditions, *E. coli* abandons the escape strategy, switches to an energy-saving mode, and also prevents the flux of protons into the cytoplasm. Considering that motility genes are still induced at pH 5.0 (10), we hypothesize that the inversion point at which motility stops to be beneficial is between pH 5.0 and 4.4.

Motility-activating mutations in the regulatory region of *flhDC* have already been shown to represent a trade-off between growth and biofilm formation (26). Strains containing IS5 upstream of *flhDC* produced more biofilms at the expense of overall growth (26). In this study, we present another trade-off associated with the presence of IS elements, namely the relationship between acid tolerance and the expression of motility genes. It is important to note that the transposition of IS elements can lead to phenotypic heterogeneity within bacterial populations. For example, the phenotypic variability of cells in a biofilm increased as a function of the frequency of IS5 insertions upstream of *flhDC* (26). Moreover, IS-mediated motility heterogeneity within a biofilm was beneficial for bacteria to increase biofilm mass (50). Also, in this study, we found a heterogeneous population of strain CGSC 7740 MG1655 with respect to cells carrying an IS element upstream of *flhDC* (Fig. S5). We have already shown the advantage of phenotypic heterogeneity under acid stress for the three major AR systems using a triple fluorescent reporter strain that enables bet-hedging and division of labor in *E. coli* (51). It is possible that the cytoplasmic membrane protein HdeD represents a link between the acid resistance Gad system and flagellar synthesis in *E. coli*. The expression of *hdeD* is controlled by GadE and HdeD represses the flagella biosynthesis via LrhA (52). Heterogeneous distribution of HdeD in the *E. coli* population (53) and heterogeneous expression of flagella in *Salmonella* are known (54, 55). Using single-cell RNA-Seq (M3-Seq), an acid-resistant subpopulation was found in stationary phase *E. coli* cells (56). According to the results of this study, the transposition of IS elements could be another important factor leading to heterogeneity under acid stress, and it is tempting to speculate that there might also be a motile subpopulation in stationary phase *E. coli* cells (56). This assumption is supported by the data collected here, which suggest an anti-correlation between motility and acid tolerance mediated by IS integrations upstream of *flhDC*. Of note, motility was also found to be correlated with oxygen availability (57). Given the different levels of acidity in the gastrointestinal tract, with a pH of <2 in the stomach (5, 58) and ~pH 6 in the duodenum (59, 60), it would certainly be advantageous for an *E. coli* population to diversify into a motile and an acid-tolerant subpopulation. Indeed, colonization of the mouse intestine was affected by the presence of IS upstream of *flhDC* in *E. coli* MG1655, indicating niches where motility is advantageous (61). In light of the presence of different intestinal niches where either acid tolerance or motility is beneficial, IS transposition upstream of *flhDC* could be crucial to ensure that *E. coli* is able to colonize both niches by dividing into a motile and an acid-tolerant subpopulation.

Taken together, this study demonstrates that the presence or absence of motility-activating mutations upstream of the master regulatory genes *flhDC* is important for *E. coli* to survive severe acid stress. The FlhDC levels are found to be anticorrelated with survival at pH 3, and motile subpopulations exhibit extremely low acid tolerance. These findings highlight a fitness trade-off between acid tolerance and motility and suggest an IS-mediated differentiation of *E. coli* into motile and acid-tolerant subpopulations.

## MATERIALS AND METHODS

### Bacterial strains and growth conditions

*E. coli* MG1655 (62) and BW25113 strains (63) and plasmids used in this study are listed in Tables S2 and S3. Cells were grown in LB medium (10 g/L tryptone, 5 g/L yeast extract, and 10 g/L NaCl) and incubated aerobically in a rotary shaker at 37°C. When appropriate, media were supplemented with 15 µg/mL gentamicin or 50 µg/mL kanamycin. For RNA-Seq experiments, the pH of the medium was adjusted by the direct addition of 5 M HCl to growing cultures, as described in Schumacher et al. (12).

### Plasmid construction

Molecular methods were performed according to standard protocols or according to the manufacturer’s instructions. Kits for the isolation of plasmids and the purification of PCR products were purchased from Süd-Laborbedarf. Enzymes and HiFi DNA Assembly Master Mix were purchased from New England Biolabs. To construct the reporter plasmids pBBR1-MCS5-P*_mhpR_*_:*lux*_ and P*_mhpABCDFE_*_:*lux*_, 200 nt of the upstream regions of the respective genes were amplified by PCR using primers KSO-0169–KSO-0172 and MG1655 genomic DNA as a template. For the construction of the pNPTS-R6KT-Δ*mhpR* plasmid, 1,000 nt upstream and downstream of the *mhpR* coding region were amplified. After purification, fragments were assembled into PCR-linearized pBBR1-MCS5 or pNPTS-R6KT vectors via Gibson assembly (64). Correct insertions were verified by colony PCR and sequencing.

### Construction of chromosomal *mhpR* deletions

Construction of the marker-less in-frame deletion strains of *mhpR* in *E. coli* MG1655 and BW25113 was achieved using the suicide plasmid pNPTS138-R6KT Δ*mhpR*. The plasmid pNPTS138-R6KT Δ*mhpR* was introduced into *E. coli* MG1655 and BW25113 by conjugative mating using *E. coli* ST18 (65) as a donor in LB medium containing 50 µg/mL 5-aminolevulinic acid (Ala). Single-crossover integration mutants were selected on LB plates containing kanamycin but lacking Ala. Single colonies were grown over a day without antibiotics and plated onto LB plates containing 10% (wt/vol) sucrose and lacking NaCl to select for plasmid excision. Kanamycin-sensitive colonies were investigated in terms of *mhpR* deletion by colony PCR using primers up- and downstream of the site of the insertion. Deletion of *mhpR* was verified by sequencing.

### Acid shock assay

Acid shock assays were conducted as described (12). Briefly, cells were incubated at 37°C in LB medium (pH 7.6) until an OD_600_ of 0.5 was reached. Upon adjustment to an OD_600_ of 1, cells were either grown at pH 7.6 throughout the experiment or stepwise pH adjusted (15 min pH 5.8 and 15 min pH 4.4) before being shifted to pH 3 for 1 h. Next, samples were serially diluted by a factor of 10 in 1× PBS and plated on LB agar plates. Colony-forming units were counted the next day, and significance was evaluated by performing a one-way ANOVA test followed by Bonferroni’s multiple comparisons test.

To evaluate acid shock survival of MG1655 Δ*flu* P*_tac_-flhDC*, cells were grown as described above. All media were supplemented with either 0, 10, 50, or 100 µM IPTG, throughout the experiment.

Acid shock survival of MG1655 subpopulations obtained from different sampling areas of soft agar plates was evaluated using 3 µL of cells grown to OD_600_ of 0.4. Cells were spotted on soft agar plates [0.3% (wt/vol)] and incubated for 16 h at 37°C as described by Bubendorfer and colleagues (39). Subsequently, cells from three different sampling areas (1, center; 2, intermediate; and 3, edge) (Fig. 6A) were punched out using a P1000 pipette tip and immediately resuspended in either 1 mL LB pH 7.6 or pH 3. Serial dilution and data analysis were conducted as described above.

### RNA-Seq analysis

Biological triplicates of *E. coli* MG1655 wild type or Δ*mhpR*, as well as BW25113 wild-type or *mhpR::km* cells, were inoculated to a starting OD_600_ of 0.05 from overnight cultures and grown in 200 mL of unbuffered LB medium (pH 7.6) until an OD_600_ of 0.5 was reached. Cultures were shifted first for 15 min to LB pH 5.8 and subsequently for 15 min to LB pH 4.4. pH shifts were achieved by adding 5 M HCl directly to growing cultures. pH values before and after pH shifts, as well as final optical densities, were monitored (Table S1). Upon exposure to pH 4.4, 1.6 mL of stop mix [95% (vol/vol) ethanol and 5% (vol/vol) phenol] was added to 8 mL aliquots of the respective cultures to terminate ongoing transcription and translation. Samples were flash frozen in liquid nitrogen and stored at −80°C until RNA isolation. Cells were pelleted (3,000 × *g*, 15 min, 4°C), and total RNA was isolated using the miRNeasy Mini Kit (Qiagen) in combination with the RNase-Free DNase Set (Qiagen). RNA samples were evaluated in terms of integrity using an RNA 6000 Nano Kit (Agilent) and quantified using a Qubit RNA HS Assay Kit (Invitrogen). Ribosomal RNA depletion was performed using the NEBNext rRNA Depletion Kit for bacteria (NEB), and directional cDNA libraries were prepared using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (NEB). cDNA library quality was evaluated using a High Sensitivity DNA Kit (Agilent). Finally, cDNA libraries were sequenced using a NextSeq 1000 machine (Illumina) in single-read mode with a 60 bp read length.

The demultiplexed read files in fastq format were imported into the CLC Genomics Workbench v20.0.4 (Qiagen) and trimmed for quality and adaptors. Reads were mapped to the *E. coli* MG1655 and BW25113 reference genomes (NCBI accession numbers: NC_000913.3 and CP009273.1) using the “RNA-Seq Analysis” tool with default parameters. Reads that mapped to annotated genes were normalized (reads per kilobase per million reads mapped rpkm) and transformed (log_2_). Low-expression transcripts were filtered out, and we focused our analysis on genes with rpkm values ≥ 5 in at least one replicate. Differential expression was evaluated using the “Empirical Analysis of DGE” tool. Genes with a fold change ≥ 2 and an FDR-adjusted *P*-value ≤ 0.01 were considered as differentially expressed. Volcano plots were created using the seaborn.jointplot function in Python 3.8.8. A comprehensive overview of all expression values is available in Tables S5 and S6.

### RNA isolation and RT-qPCR analysis

RNA isolation and RT-qPCR analysis were conducted as described (12). In brief, RNA was isolated using the miRNeasy Mini Kit (Qiagen) in combination with the RNase-Free DNase Set (Qiagen) according to the manufacturer’s instructions. A 500 ng aliquot of isolated RNA was converted to cDNA with the iScript Advanced Kit (Bio-Rad) according to the manufacturer’s instructions. Next, 1 µL of a 1:10 dilution of the cDNA samples in nuclease-free water was mixed with 5 µL of SsoAdvanced Univ SYBR Green Supermix (Bio-Rad) and 0.8 µL of 5 µM forward and reverse primers (Table S4), and the total reaction volume was adjusted to 10 µL with nuclease-free water. The mixture was dispensed in triplicates in a 96-well PCR plate (Bio-Rad) and subjected to qPCR in a Bio-Rad CFX real-time cycler. Data were analyzed according to the ΔΔCt method (66), using the *secA* gene as a reference.

### Promoter activity assay

Promoter activities of *mhpR* and *mhpABCDFE* were determined using luminescence-based reporter plasmids harboring fusions of the respective promoter regions to the *luxCDABE* genes from *Photorhabdus luminescens* encoded on a pBBR-MCS5 vector. MG1655 cells were transformed with plasmids pBBR1-P*_mhpR_*_:*lux*_ or pBBR1-P*_mhpABCDFE_*_:*lux*_. All strains were cultivated in LB medium supplemented with gentamicin overnight, and day cultures were inoculated to an OD_600_ of 0.05 in fresh LB medium (pH 7.6) and aerobically cultivated until the exponential phase (OD_600_ = 0.5). Cultures were then either shifted to LB pH 5.8 for 15 min and LB pH 4.4 for 15 min or further cultivated at pH 7.6 and supplemented with 1 mM PP (Sigma-Aldrich), 1 mM 3HPP (Fisher Scientific), or DMSO. PP and 3HPP were solved in DMSO. In the next step, cells were transferred to a 96-well plate and cultivated at 37°C in the above-mentioned media supplemented with gentamicin. Growth and bioluminescence were measured every 10 min in microtiter plates using a CLARIOstar Plus plate reader (BMG Labtech). Data are reported as relative light units in counts per second of OD_600_.

### Swim agar assay

To determine colony expansion, overnight cultures grown in LB medium were diluted in fresh LB medium and normalized to an OD_600_ of 1 before being dropped in the center of an LB soft agar plate [0.3% (wt/vol)]. After incubation at 37°C for 16 h, the diameter of the halo was measured. Significance was evaluated by performing a one-way ANOVA test followed by Bonferroni’s multiple comparisons test.

### Analysis of cinnamic acid derivatives via LC-MS

For sample preparation, 100 µL culture media was diluted with 100 µL of acetonitrile. After vigorously shaking the samples for 1 min, the samples were centrifuged at 10,000 rpm for 10 min at 10°C. The supernatants were analyzed by means of LC-MS/MS with a 5500 QTrap (AB Sciex) coupled to an ExionLC AD UPLC (AB Sciex). For chromatographic separation, a Kinetex 1.7 µm C18 100 × 2.1 mm (Phenomenex) was used with 0.1% formic acid as solvent A and acetonitrile with 0.1% formic acid as solvent B. First, 5% B was held for 0.5 min and then a linear gradient was used from 5% B to 100% B in 5 min. Afterward, the column was flushed and equilibrated to starting conditions. The separation was performed using a 400 µL/min flow rate at 40°C column oven temperature. Ions were analyzed by MS in the negative ionization mode. The spray voltage was set to −4,500 V at a source temperature of 400°C using nitrogen as collision gas. The parameters for the collision-activated dissociation were medium, curtain gas: 35 psi, ion source gas 1: 55 psi, ion source gas 2: 65 psi, entrance potential: −10 V, and the dwell time: 100 ms. The MRM (multiple reaction monitoring) transition for each compound was optimized by direct infusion of the reference standards. The MRM settings were as follows: 3-(4-hydroxyphenyl)propionic acid: 162.931 ≥ 90.9 (quantifier), declustering potential (DP) −35 V, collision energy (CE) −36 V, cell exit potential (CXP) −1 V; 162.931 ≥ 64.8 (qualifier), DP −35 V, CE −44 V, and CXP −9 V; trans-3-hydroxycinnamic acid: 164.917 ≥ 120.8 (quantifier), DP −40 V, CE −16 V, CXP −19 V; 164.917 ≥ 80.0 (qualifier), DP −40 V, CE −40 V, CXP −3 V; and hydrocinnamic acid: 148.949 ≥ 149.0 (quantifier), DP −65 V, CE −10 V, CXP −7 V; 148.949 ≥ 105.0 (qualifier), DP −65 V, CE −14 V, and CXP −5 V. Analyst 1.7. was used to acquire the data, and Multiquant 3.0.3 was used to analyze the data (both AB Sciex).

## Data Availability

The RNA-Seq raw data were deposited at Gene Expression Omnibus (GEO) under the accession number GSE260455. Additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

## SUPPLEMENTAL MATERIAL

Supplemental material spectrum.00544-24-s0001.pdf Fig. S1 to S6; Table S1 to S4.

Table S5 spectrum.00544-24-s0002.xlsx RNA-Seq results MG1655 dmhpR vs MG1655 - pH 4.4.

Table S6 spectrum.00544-24-s0003.xlsx RNA-Seq results BW25113 mhpR-km vs BW25113 - pH 4.4.

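The table for BW25113 lists 55 genes for noncoding RNA, such as transfer, ribosomal, and small regulatory RNA. All 55 had values above 0 in replicate 1 of BW25113 and of BW25113 *mhpR::km*, and all 55 were listed at 0 in the 4 libraries of replicates 2 and 3. None of 3884 coding genes was at 0 in these 4 libraries together. In replicate 1, noncoding RNA took 13.1% of the mapped reads in BW25113 and 21.4% in the mutant. The transfer-messenger RNA gene *ssrA*, whose product rescues stalled ribosomes, had 592710 recovered reads in BW25113 and 706035 in the mutant. In the table for MG1655, 48 of 53 noncoding RNA genes were above 0 in all 6 libraries. Reads in listed genes made up 84.7% and 87.4% of the mapped reads in replicate 1 of BW25113 and of the mutant, and 65.1% to 75.6% in replicates 2 and 3. The denominator of the RPKM values therefore includes reads outside the listed genes.

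**Figure D4:**
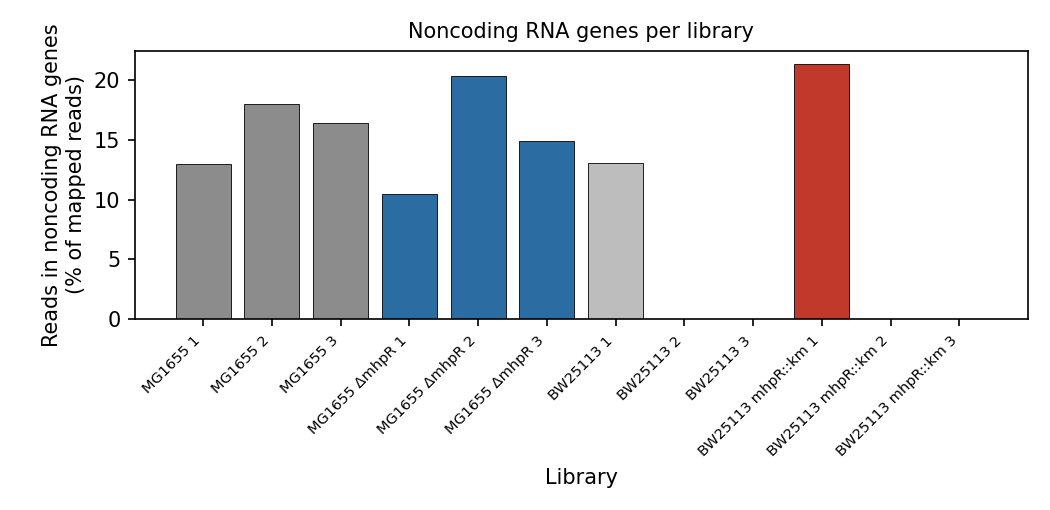
Share of the mapped reads of each library that fell in noncoding RNA genes (y axis, percent) for the 12 libraries (x axis), with colors for the strain. The bars are at 13.1% and 21.4% in replicate 1 of BW25113 and of the mutant and at 0 in replicates 2 and 3.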

ASM does not own the copyrights to Supplemental Material that may be linked to, or accessed through, an article. The authors have granted ASM a non-exclusive, world-wide license to publish the Supplemental Material files. Please contact the corresponding author directly for reuse.

# Supplementary material for: Motility-activating mutations upstream of flhDC reduce acid shock survival of Escherichia coli
**Source:** Microbiol Spectr. 2024 Apr 23;12(6):e00544-24. doi: 10.1128/spectrum.00544-24
**Supplement:** Supplemental material — Fig. S1 to S6; Table S1 to S4.

Supplementary information

Motility-activating mutations upstream of *flhDC* reduce acid shock survival of *Escherichia coli*

Kilian Schumacher, Djanna Braun, Karin Kleigrew, and Kirsten Jung

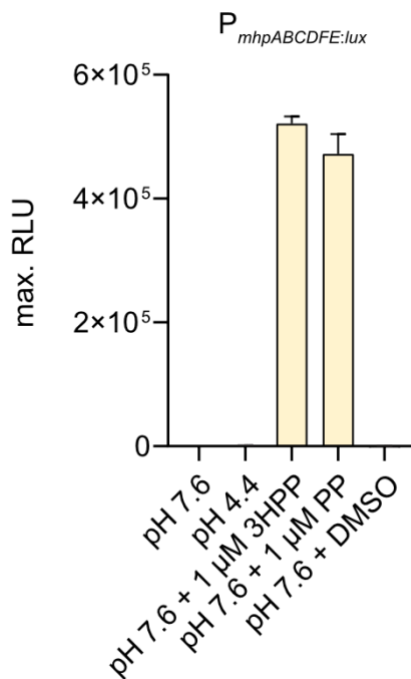

Figure S1: Promoter activity of the *mhpABCDE* operon. *E. coli* MG1655 wild type cells were transformed with plasmid pBBR1-MCS5-*P_{mhpABCDE:luc}* and grown in LB medium (pH 7.6) until $OD_{600} = 0.5$. The medium pH was then either stepwise adjusted to 5.8 and pH 4.4, or 1 mM 3HPP, 1 mM PP, or DMSO were added. Luminescence and growth were determined every 10 min in microtiter plates using a CLARIOstar plus plate reader (BMG Labtech). Data are reported as relative light units (RLUs) in counts per second per OD_{600} , with maximal RLU shown. All experiments were performed in biological replicates ($n = 3$), and error bars represent standard deviations of the mean.

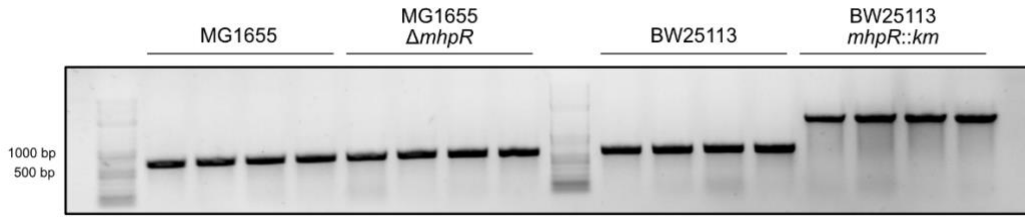

Figure S2: Transposon insertions in the promoter region of *flhDC*. The presence of IS elements in the intergenic region between *flhD* and *uspC* was verified by colony PCR using primers KSO-244 and KSO-245. The expected PCR product sizes were 767 bp in the absence of an IS element and ~2000 bp in the presence.

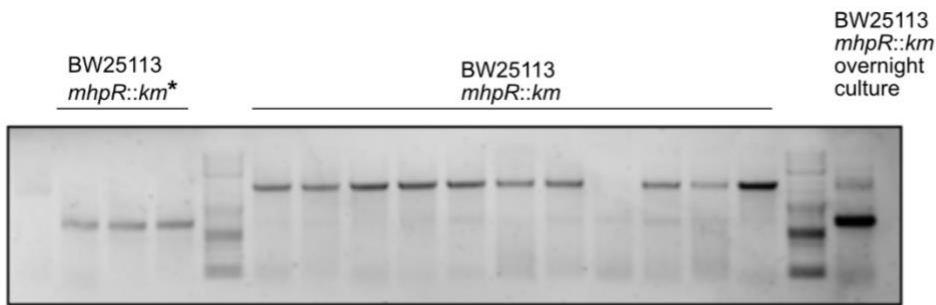

Figure S3: Verification of a BW25113 *mhpR::km** strain without IS insertion in the promoter region of *flhDC*. BW25113 *mhpR::km* was streaked on LB agar plates, and single colonies were screened by colony PCR using primers KSO-244 and KSO-245 for an intact *flhDC* promoter. The expected PCR product sizes were 767 bp in the absence of an IS element and ~2000 bp in the presence.

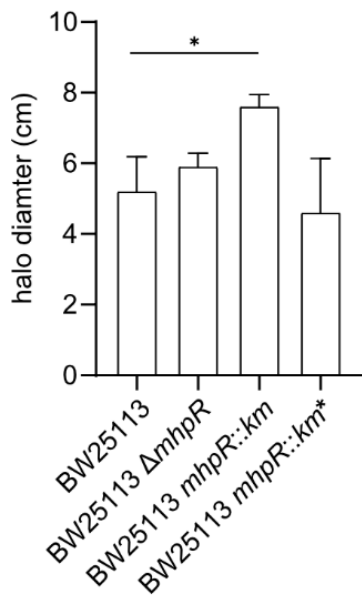

Figure S4: IS element dependent motility of BW25113. Soft agar assay evaluating the motility of BW25113 wild type, Δ mhpR, *mhpR::km*, and, *mhpR::km** strains. Overnight cultures normalized to an OD₆₀₀ of 1 were spotted on LB soft agar [0.3 % (w/v)] and incubated for 16 h. Halo diameters were measured and all experiments were performed in biological replicates (n $\geq$ 4). Error bars represent standard deviations of the mean and significance was evaluated by performing a one-way ANOVA test followed by Bonferroni's multiple comparisons test (* p < 0.05).

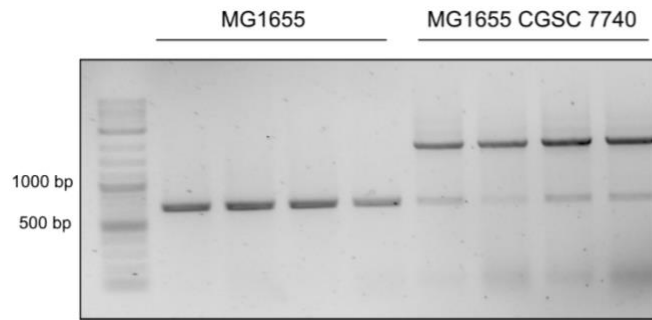

Figure S5: Alterations in the *flhDC* promoter region of two different MG1655 strains. The presence of IS elements in the intergenic region between *flhD* and *uspC* was verified by colony PCR using primers KSO-244 and KSO-245. The expected PCR product sizes were 767 bp in the absence of an IS element and ~2000 bp in the presence.

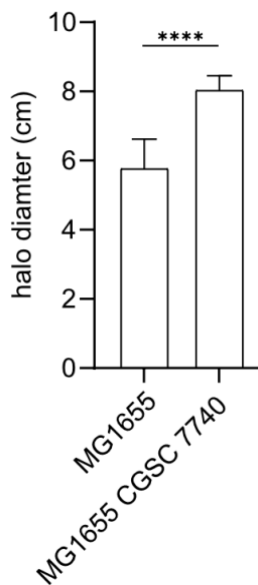

Figure S6: IS element dependent motility of MG1655. Soft agar assay evaluating the motility of MG1655 and MG1655 CGSC7740. Overnight cultures normalized to an OD₆₀₀ of 1 were spotted on LB soft agar [0.3% (w/v)] and incubated for 16 h. Halo diameters were measured and all experiments were performed in biological replicates ($n \geq 4$). Error bars represent standard deviations of the mean and significance was evaluated by performing an unpaired t-test (**** $p < 0.0001$).

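Table S1 gives the optical density and pH of the 12 cultures from which the RNA-Seq libraries were made. The final OD_600_ was 0.76 ± 0.12 (SD, *n* = 3) for MG1655, 0.72 ± 0.07 for MG1655 Δ*mhpR*, 0.69 ± 0.06 for BW25113, and 0.80 ± 0.16 for BW25113 *mhpR::km*. After the first addition of acid, the pH was between 5.65 and 5.83 in all cultures, and after the second it was between 4.27 and 4.47. The mean pH at the end was 4.35 in MG1655, 4.33 in MG1655 Δ*mhpR*, 4.37 in BW25113, and 4.35 in BW25113 *mhpR::km*. Replicates I, II, and III of Table S1 were read as replicates 1, 2, and 3 of the libraries, which the table does not state.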

Table S1: OD₆₀₀ and pH values determined throughout the experiment conducted for RNA-Seq. pH-shifts were initiated by direct addition of 5 M HCl to growing cultures.

	Replicate I			Replicate II			Replicate III					
Strain	MG1655	MG1655 $\Delta mhpR$	BW25113	BW25113 $mhpR::km$	MG1655	MG1655 $\Delta mhpR$	BW25113	BW25113 $mhpR::km$	MG1655	MG1655 $\Delta mhpR$	BW25113	BW25113 $mhpR::km$
OD600 (0.5)	0.50	0.46	0.47	0.48	0.50	0.50	0.42	0.44	0.45	0.41	0.46	0.49
OD600 (end)	0.88	0.74	0.74	0.91	0.76	0.64	0.62	0.61	0.65	0.78	0.71	0.87
pH (0 min)	7.24	7.24	7.23	7.21	7.26	7.27	7.27	7.27	7.28	7.25	7.23	7.20
pH (15 min)	5.72	5.75	5.71	5.65	5.78	5.78	5.81	5.75	5.83	5.82	5.77	5.79
pH (30 min)	4.38	4.33	4.33	4.27	4.34	4.34	4.32	4.32	4.32	4.33	4.47	4.46

Table S2: *Escherichia coli* strains used in this study.

Strain	Relevant genotype or description	Reference
MG1655	K-12, F ⁻ , λ ⁻ <i>ilvG</i> ⁻ , <i>rfb</i> -50, <i>rph</i> -1	(62)
BW25113	F ⁻ , Δ(<i>araD-araB</i>)567, Δ <i>lacZ</i> 4787(:: <i>rrnB</i> -3), λ ⁻ , <i>rph</i> -1, Δ(<i>rhaD-rhaB</i>)568, <i>hsdR</i> 514	(63)
ST18	S17 λ <i>pir</i> Δ <i>hemA</i>	(65)
MG1655<br>Δ <i>mhpR</i>	K-12, F ⁻ , λ ⁻ <i>ilvG</i> ⁻ , <i>rfb</i> -50, <i>rph</i> -1, Δ <i>mhpR</i>	This study
BW25113<br><i>mhpR</i> :: <i>km</i>	F ⁻ , Δ(<i>araD-araB</i>)567, Δ <i>lacZ</i> 4787(:: <i>rrnB</i> -3), λ ⁻ , <i>rph</i> -1, Δ <i>mhpR</i> 786::kan, Δ(<i>rhaD-rhaB</i>)568, <i>hsdR</i> 514, IS5 insertion 516 bp upstream of <i>flhDC</i>	(29)
BW25113<br>Δ <i>mhpR</i>	F ⁻ , Δ(<i>araD-araB</i>)567, Δ <i>lacZ</i> 4787(:: <i>rrnB</i> -3), λ ⁻ , <i>rph</i> -1, Δ(<i>rhaD-rhaB</i>)568, <i>hsdR</i> 514 Δ <i>mhpR</i>	This study
BW25113<br><i>mhpR</i> :: <i>km</i> *	F ⁻ , Δ(<i>araD-araB</i>)567, Δ <i>lacZ</i> 4787(:: <i>rrnB</i> -3), λ ⁻ , <i>rph</i> -1, Δ <i>mhpR</i> 786::kan, Δ(<i>rhaD-rhaB</i>)568, <i>hsdR</i> 514	This study
MG1655 CGSC<br>7740	K-12, F ⁻ , λ ⁻ <i>ilvG</i> ⁻ , <i>rfb</i> -50, <i>rph</i> -1, IS insertion upstream of <i>flhDC</i>	(62)
MG1655 Δ <i>flu</i>	K-12, F ⁻ , λ ⁻ <i>ilvG</i> ⁻ , <i>rfb</i> -50, <i>rph</i> -1, Δ <i>flu</i> ::FLP	(37)
MG1655 Δ <i>flu</i><br>Δ <i>flhC</i>	K-12, F ⁻ , λ ⁻ <i>ilvG</i> ⁻ , <i>rfb</i> -50, <i>rph</i> -1, Δ <i>flu</i> ::FLP, Δ <i>flhC</i> ::FLP	(37)
MG1655 Δ <i>flu</i><br>P _{tac} - <i>flhDC</i>	K-12, F ⁻ , λ ⁻ <i>ilvG</i> ⁻ , <i>rfb</i> -50, <i>rph</i> -1, Δ <i>flu</i> ::FLP- <i>lacI</i> -P _{tac} - <i>flhDC</i>	(37)

Table S3: Plasmids used in this study.

Name	Reference
pBBR1-MCS5-P <i>mhpR</i> : <i>lux</i>	This study
pBBR1-MCS5-P <i>mhpABCD</i> FE: <i>lux</i>	This study
pNPTS-R6KT-Δ <i>mhpR</i>	This study

Table S4: Oligonucleotides used in this study.

Name	Sequence
KSO-0025	CCCGGGCTGCAGGAATTC
KSO-0026	TCTAGAGAATAGGAACTTCGGAAT
KSO-0033	ATCTGGATCCACGAATTCGC
KSO-0034	ATCCTGCAGAGAAGCTTGG
KSO-0041	CAGGAAACAGCTATGACC
KSO-0042	TGTAACACGACGGCCAGT
KSO-0149	AGCCGCTTATCCTTTCACC
KSO-0150	TTCCTTGCGGTCTTGTTCC
KSO-0151	CAGATATTGTGCTCGGTGGTAG
KSO-0152	GACAGGTAGAAACGGGAAGAAC
KSO-0169	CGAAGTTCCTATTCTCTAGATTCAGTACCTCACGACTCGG
KSO-0170	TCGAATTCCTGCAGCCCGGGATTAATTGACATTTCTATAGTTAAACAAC
KSO-0171	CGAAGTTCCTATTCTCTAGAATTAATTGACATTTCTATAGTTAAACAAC
KSO-0172	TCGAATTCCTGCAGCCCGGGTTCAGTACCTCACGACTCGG
KSO-0190	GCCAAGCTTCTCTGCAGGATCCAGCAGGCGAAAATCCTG
KSO-0191	CACCATCGAATGGCGCAAAAC
KSO-0192	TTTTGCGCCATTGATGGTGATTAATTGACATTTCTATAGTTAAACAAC
KSO-0193	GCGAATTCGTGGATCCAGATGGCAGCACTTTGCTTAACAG
KSO-0194	CCCGCGTTTTTCGCAGAAAC
KSO-0195	TTCACTACCTCACGACTCGG
KSO-0214	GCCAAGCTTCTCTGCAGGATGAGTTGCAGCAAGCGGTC
KSO-0224	AGAGATTGAGACGCACGAAAG
KSO-0225	CCATTACAGCCGCAACAATAC
KSO-0226	TATTTGCACCTGGCTTCTCC
KSO-0227	CCGCCATCTTCTGGATATTAC
KSO-0228	TCGCCGTATGTTGCTTACTC
KSO-0229	CCGTCAATGGTCAGGGTATTC
KSO-0230	TGAAGTGGCACAGGCAATAG
KSO-0231	TCGGCAATATCGATCCCTAAAC
KSO-0232	GGAAGCTGGCAATGTCAAAC
KSO-0233	ATAGATCGCGCAGGCTAATG
KSO-0234	GTCATTCCAATGGTGGGATTTG
KSO-0235	GGTCACCTTCGCTTTGTTTG
KSO-0236	ACTGGTTTATGACCTGGGAAC
KSO-0237	CATCGACGCCATTACAAAAC
KSO-0238	GTTAAGCTGGCAGAAACCAATC
KSO-0239	ATCGTCAACGCGGGAATC
KSO-0240	ACCTGAACAACACCACTACC
KSO-0241	GATCTGCGCTTTCGACATATTG
KSO-0242	CGGTACGTGCTTTGAATTTATG
KSO-0243	GATTAGGCAGCACTTTGCTTAAC
KSO-0244	GTTTCACCGCACCCCGTG
KSO-0245	GGAGAAACGACGCAATCCCAAC

How the deposited data were processed for this re-analysis (not part of the article)

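The samples were 12 cultures at pH 4.4, with 3 libraries each of MG1655, MG1655 Δ*mhpR*, BW25113, and BW25113 *mhpR::km*. Conditions and replicate numbers were taken from the sample labels and the paper. The labels and the methods describe the replicates as separate cultures.

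The authors trimmed and mapped the reads in CLC Genomics Workbench 20.0.4 to the reference genomes of MG1655 and BW25113 and deposited RPKM values per gene and library, with 2 decimals, in a separate table for each strain. The authors also deposited a signed fold change and a false discovery rate p-value per gene from the Empirical Analysis of DGE tool, and the submitters' processing notes name edgeR without a version. These values were not recomputed, and they are printed only where they are named as the authors' deposited table. The paper's methods describe a filter for low expression and an analysis of genes with an RPKM of at least 5 in at least 1 replicate. The deposited tables hold 3844 genes for MG1655 and 4044 for BW25113 and include genes below 5 RPKM in every library, so the threshold of 5 RPKM does not set which genes they list. Of these, 3843 and 4030 names were matched to a locus tag of the MG1655 reference annotation (ASM584v2). Coordinates are given for MG1655 and not for BW25113.

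The mapped reads per library were recovered from the deposited RPKM values. For genes of up to 25 reads, the library depth was sought at which RPKM times gene length came out as whole reads, with gene lengths of the MG1655 annotation for both strains. The depth was 3535000 to 9287000 mapped reads. At the lowest depth, 1 read in a gene of 1 kb is worth 0.283 RPKM, and at the highest it is worth 0.108 RPKM. Reads in listed genes made up 65.1% to 88.4% of the mapped reads. RPKM depends on the total of mapped reads, so a library with more reads outside the listed genes has lower values for all genes.

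From the RPKM values, log2(RPKM + 1) was computed. Genes with an RPKM of at least 5 in at least 1 of the 6 libraries of a table were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend), two-sided, with Benjamini-Hochberg adjustment over the genes tested. A gene was called at an adjusted p-value of at most 0.01 and at least a 2-fold change on that scale, the thresholds of the paper's methods. These fold changes understate the change of low genes. The ratios of mean RPKM given for the genes of Table 1 use no pseudocount. The comparison between the strains was an interaction contrast in limma over genes present in both tables, matched by locus tag, with each change taken within its own table. Gene lists were tested with camera, with a preset correlation of 0.01 and with an estimated correlation, and with fry. Camera compares a list with the other genes, and fry tests whether its genes move on balance one way. The share of motility genes in the summed RPKM was compared with an exact permutation test of the 3 libraries against 3. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, and matplotlib 3.10.9.

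The design, the alternatives, the 25 gene lists, and the rule for named genes were fixed before the data were examined. By then, Table 1 and the first part of the paper's supplementary tables had been read. The lists for motility, *mhp* genes, iron, nitrate, molybdate, sulfate, and fimbriae were therefore written with some values in view, and their counts are not independent evidence of their direction. The rule names every gene that the paper names in its results, Table 1, Figure 3, or discussion, the 25 called genes with the largest change whose groups do not overlap, every called gene outside the motility and *mhp* lists, and up to 4 members of each list with the largest change. Genes named outside this rule were chosen after their values were seen. These are *lacI*, *uhpT*, *abrB*, *phoH*, *ssrA*, *ves* in MG1655 Δ*mhpR*, and the motility genes that were named because they were not called.

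The limma procedure was tested on simulated data, with genes changed 1.5-, 2-, 4-, and 16-fold all at once in each simulation. The adjustment is then less strict than where few genes change. The shares called may therefore overstate what would be recovered in MG1655, where 1 gene was called. Over 3434 simulated genes for the MG1655 comparison, 30.9% of genes changed 4-fold and 82.5% of genes changed 16-fold were called. For BW25113, with 3411 simulated genes, the shares were 61.8% and 92.3%, and 15.4% of genes changed 2-fold were called. No unchanged gene was called in either comparison.

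The alternatives were other pseudocounts (0.1 and 5 RPKM), no filter and a stricter filter (mean RPKM of at least 10), rescaling by median ratios, quantile normalization, the replicate number as a block, eBayes without the trend and with robust estimation, limma's treat against a 2-fold change, an adjusted p-value of at most 0.05, leaving out genes at 0 in all libraries of a replicate number, and leaving out each library in turn. Added after the data were seen were a fit without replicate 1 of both groups, a voom fit on the recovered reads, and a term for the processing batch in BW25113 (replicate 1 against replicates 2 and 3). Gene list tests on the difference between the strains and the Gad, iron uptake, and ribosomal protein lists with each library left out were also added then. The RT-qPCR, swimming, survival, reporter, and LC-MS experiments of the paper were not analysed here.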

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

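The tests on noncoding RNA as left out of the annotation, mapped but not listed, or lost in the libraries, on *lacI* as a target of MhpR, and on *ves* as a consequence of losing MhpR were chosen only after the result was seen.

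Between the strains, the change differed for 28 genes, of which 26 were on the motility lists, by the limma interaction test. Of 100 splits drawn within the strains, the real one included, 12 gave a count as large, with a highest count of 49 among the other splits. This share cannot decide on chance, because 15 of the 100 kept the real groups of BW25113 and with them the change in its mutant. All 12, the real split among them, kept the real groups of BW25113, and with any other grouping of BW25113 the highest count was 1.

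The gene *ves* lies outside the genes the paper discusses. It rose in BW25113 *mhpR::km* by a log2 fold change of 3.21 and differed between the strains by 3.64 (adjusted p = 0.000382, limma interaction test). An effect of losing MhpR that is alike in both strains would move *ves* in both mutants, but its log2 fold change in MG1655 Δ*mhpR* was −0.43 (standard error 0.31). Reads running over from an induced motility or *mhp* gene are argued against by its place, because 0 such called genes lie next to it (its neighbours are *cho* and *spy*). What remains open is a link of *ves* to the induced FlhDC regulon, to a loss of MhpR that acts only in BW25113, or to another difference between the Keio mutant and its parent. These libraries cannot separate them. The change of *mhpA* also differed between the strains, with log2 fold changes of 4.81 in BW25113 *mhpR::km* and 0.31 in MG1655 Δ*mhpR*.

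In the BW25113 table, 55 noncoding RNA genes were above 0 in replicate 1 of both groups and at 0 in replicates 2 and 3. A lower yield of small or structured RNA is argued against by *ssrA*, with 592710 recovered reads in BW25113 replicate 1 and 0 in all 4 libraries of replicates 2 and 3. Without its noncoding reads, replicate 1 would have 81.7% and 83.1% of its mapped reads in coding genes, but the 4 libraries had at most 75%, so a candidate explanation is that their noncoding reads were mapped but not listed. Whether an annotation without noncoding RNA genes was the reason stays open, because the count of 0 of the 55 genes above 0 in these libraries is the pattern itself. The pattern does not account for the calls in the mutant: without replicate 1 of both groups, 96.2% of the 52 called genes were called again, and the median size of their log2 fold changes moved by −0.05.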

How the results depend on the processing

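The fit without replicate 1, the voom fit, and the batch term were chosen after the data were seen. In BW25113 *mhpR::km*, the count of 52 called genes ranged from 40 to 61 over the settings that kept all libraries, with 40 for treat against 2-fold and 61 at an adjusted p of at most 0.05. At that threshold 2 genes were lower instead of 1, the second being *phoH* (log2 fold change −1.01, adjusted p = 0.0411, limma), because the threshold is wider. Leaving out single libraries gave 37 to 51 genes, with fewer libraries in the test, and called 36 to 50 genes as higher and 33 to 46 motility genes. Without replicate 1 of both groups the count was 51, with voom 53, and with the batch term 58. In MG1655 Δ*mhpR*, the count of 1 became 0 with a pseudocount of 0.1 RPKM, with the replicate block, and without replicate 1 of both groups, and *mhpR* then no longer counted as lower (0 genes lower). The cause was not tested for the pseudocount; the other settings leave fewer degrees of freedom. The count for the difference between the strains ranged from 26 with a pseudocount of 0.1 RPKM to 42 at an adjusted p of at most 0.05, and from 25 to 32 when single libraries were left out.

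The motility share of summed RPKM in BW25113 *mhpR::km* exceeded that of BW25113 by 0.841 percentage points, by 0.414 without *fliC*, which the share then no longer counts, and by 0.72 to 0.915 without single libraries. In MG1655 Δ*mhpR* the difference of 0.000736 percentage points ranged from −0.000961 to 0.00257 without single libraries. Among single genes, those that changed sign were not called in any of these settings. The log2 fold change of *lacI* in BW25113 *mhpR::km*, −0.01, was 0.08 with median-ratio rescaling, 0.03 with quantile normalization, 0.12 without genes at 0 in a replicate number, and −0.22 to 0.13 without single libraries. For *hdeD* it was 0.24, with −0.18 without replicate 1 of both groups and −0.19 to 0.54 without single libraries. For *fliC* in MG1655 Δ*mhpR* it was 0.11, with −0.03 to 0.21 without single libraries. The cause of these changes of sign was not tested. Of 1050 values for 50 named genes in BW25113, 1019 kept direction and side of the threshold, 11 lost the call (7 of *flhB* and 2 each of *fliE* and *flgB*), 11 gained it, and 9 changed sign. For 11 named genes in MG1655 the numbers were 215 of 219, with 3 lost and 1 changed in sign. Ratios of mean RPKM for 20 genes of Table 1 were 0.396 to 0.904 times the paper's values with geometric means and a pseudocount of 1 RPKM, which lowers them by construction.

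Splits of the 6 libraries number 10, too few for a share under 0.05. The real split called 52 genes in BW25113 with 1 as the highest of the others, and 1 gene in MG1655 with 0 as the highest of the others. Whether equal replicate numbers pair the libraries was checked from the correlations of their deviations from the group means before the calls were compared. In MG1655 these were 0.63, 0.08, and 0.27 for replicates 1, 2, and 3. In BW25113 they were 0.87, 0.54, and 0.43, but 0.49, 0.07, and −0.23 without the genes at 0 in a replicate number, and replicates 2 and 3 correlated better with another number than with their own. In MG1655 too, replicates 2 and 3 correlated better with another number (0.36 and 0.30). Replicate 1 correlated best with its own number in both strains. Because replicates 2 and 3 did not, the numbers were treated as not pairing the samples. With the replicate block the counts were 51 in BW25113, 0 in MG1655, and 30 for the difference between the strains. In simulated data with many genes changed at once, 4-fold changes were recovered for 30.9% of genes in MG1655 and 61.8% in BW25113. The cause of this difference was not tested.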

Differences from the paper's values

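The paper's count of differentially expressed genes in BW25113 *mhpR::km* is 62, and the count here is 52 at the paper's thresholds of fold change and adjusted p. No main value differed from the paper's by more than 1.5 times, and the alternatives set before the data were examined gave 37 to 61 genes, with 61 at an adjusted p of at most 0.05. In the authors' deposited table, 64 genes have a fold change of at least 2 and a false discovery rate of at most 0.01, and 62 have one below 0.01. All 52 genes called here are among the 64. The 12 that only the authors' deposited table calls are *uhpT*, *flgF*, *fliI*, *fliQ*, *flhA*, *trg*, *fliK*, *crfC*, *fliR*, *abrB*, *flhC*, and *modA*. Of these, *fliK* and *fliR* are listed at a false discovery rate of 0.01, possibly rounded, and are not among the 62.

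For the 20 genes of Table 1, the ratio of mean RPKM was 0.921 to 0.965 times the paper's fold change. With RPKM rescaled by median ratios, it was 0.982 to 1.044 times the paper's fold change.

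The paper names *mhpA* and *mhpB* as the differentially expressed genes unrelated to flagella and chemotaxis. Here, *ves* also passed the test (adjusted p = 0.000872, limma), as did *mhpR* itself. The authors' deposited table calls 4 genes outside the motility and *mhp* lists. It gives *ves* a fold change of 12.06 (false discovery rate 8.24e-10), *uhpT* 15.97 (5.44e-07), *modA* 3.01 (0.000856), and *abrB* 3.56 (0.00646). In the test here, *uhpT* had an adjusted p of 0.0192, *modA* 0.0411, and *abrB* 0.289 (limma). The hexose phosphate transporter gene *uhpT* passed with the replicate block (adjusted p = 0.00945), without genes at 0 in a replicate number (0.00403), and without BW25113 replicate 1 (0.000463). In the settings chosen after the values were seen, *uhpT* passed without replicate 1 of both groups (adjusted p = 6.67e-05), with voom (0.00776), and with the batch term (0.00251). It did not pass when any single library other than BW25113 replicate 1 was left out. For *modA*, the batch term, chosen after the values were seen, gave an adjusted p of 0.00782.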

Other observations

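Among groups of genes not described above, transport and assimilation of sulfate and molybdate stood highest in BW25113 *mhpR::km*. Both lists were written with some of these values in view, so their set tests are not independent evidence of a rise. The 16 genes for sulfate and cysteine had a median log2 fold change of 1.14, with values from −0.13 to 2.04, but none was called (camera of limma, adjusted p = 7.26e-07 with a preset correlation and adjusted p = 0.422 with an estimated correlation). Replicate 1 of the mutant was the highest library for *cysW*, a sulfate permease gene (54.5 RPKM, against 8.99 and 19.1 in the other mutant libraries), and for *cysI*, a sulfite reductase gene (43.3, against 7.05 and 10.1). The same library had 101.5 RPKM of *hcp*, the hybrid cluster protein gene, against 3.53 and 7.07 in the other mutant libraries. All 3 genes of the molybdate transporter had log2 fold changes of at least 1, with a median of 1.04, and 1 was called when adjusted over the list alone (camera of limma, adjusted p = 0.000205 with a preset correlation and adjusted p = 0.205 with an estimated correlation; fry, adjusted p = 0.0413, and 0.0776 with the replicate block).

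No member of the following lists was called in either mutant, also when adjusted over the list alone (limma). The medians of the log2 fold changes in MG1655 Δ*mhpR* and in BW25113 *mhpR::km* were −0.48 and −0.34 for 54 ribosomal protein genes, −0.32 and −0.29 for iron uptake, −0.12 and −0.33 for heat shock and protein quality, 0.15 and −0.34 for oxidative stress, −0.03 and −0.11 for envelope stress, 0.15 and −0.14 for RpoS-dependent stress genes, −0.09 and −0.31 for ATP synthase, −0.07 and −0.14 for the respiratory chain, −0.07 and 0.17 for nitrate and nitrite respiration, −0.03 and 0.34 for type 1 fimbriae, and −0.45 and −0.25 for curli. For the decarboxylase systems they were 0.05 and −0.41, for other acid-induced genes 0.17 and −0.49, and for regulators of *flhDC* 0.03 and −0.35. In MG1655 Δ*mhpR*, the medians for sulfate and cysteine and for molybdate uptake were −0.15 and 0.02. The *mhp* list had 2 of 7 genes called in BW25113 *mhpR::km* (3 adjusted over the list alone), and 1 of its genes was tested in MG1655 Δ*mhpR*, with 0 called. The curli values rest on 1 tested gene in MG1655 Δ*mhpR* and 2 in BW25113 *mhpR::km*. For IS5, 1 transposase copy was tested in each mutant, with a log2 fold change of 0.17 in MG1655 Δ*mhpR* and −0.07 in BW25113 *mhpR::km*. Of the genes deleted in BW25113, 3 were listed for MG1655 and 1 for BW25113, where none was tested. For ribosomal proteins in MG1655 Δ*mhpR*, the set test gave an adjusted p of 9.85e-11 with a preset correlation and an adjusted p of 0.846 with an estimated correlation (camera of limma). For iron uptake there these were 0.00803 and 0.846. Replicate 2 of MG1655 stood apart in both lists, and without it, in a test added after the values were seen, the medians were −0.14 for ribosomal proteins and −0.11 for iron uptake. In BW25113 *mhpR::km*, the medians without single libraries ranged from −0.47 to −0.07 for ribosomal proteins and from −0.69 to −0.11 for iron uptake.

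Next to the deleted gene in MG1655 lies *lacI*, which encodes the lactose repressor (366428 to 367510, with *mhpR* at 367587 to 368420 in ASM584v2). It was chosen after its values were seen, and the tests on its regulation by MhpR and on a scaling error shared by all genes were chosen then too. Its RPKM was 40.5 ± 10.3 (SD, n = 3) in MG1655 and 105.5 ± 22.9 in MG1655 Δ*mhpR*, higher in 3 of 3 libraries, with a log2 fold change of 1.37 (standard error 0.29) that failed the correction (adjusted p = 0.998, limma); the authors' deposited table lists a fold change of 2.65 with a false discovery rate of 0.04. Rescaling the libraries left it at 1.38 or more but moved it by too little to be a test of scaling. A scaling error shared by all genes is argued against by their median log2 fold change of −0.009. Repression of *lacI* by MhpR in both strains cannot be told apart from other explanations, because the upper 95% bound of its change in BW25113 *mhpR::km* was 0.56 but the difference between the strains did not pass (adjusted p = 0.238, limma interaction test). An effect of the deletion on its neighbour, which the cassette in the Keio mutant might not have, stays open and was not tested.

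The Gad list was also compared between the strains, by a test added after the data were seen. The median difference of the log2 fold changes was −1.53 (camera of limma, adjusted p = 1.44e-06 with a preset correlation and adjusted p = 0.31 with an estimated correlation; fry, adjusted p = 0.205). Without MG1655 replicate 2, the median difference was −0.87.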
